# Stage-dependent piRNAs in chicken implicated roles in modulating male germ cell development

**DOI:** 10.1186/s12864-018-4820-9

**Published:** 2018-06-01

**Authors:** Kai-Wei Chang, Yen-Tzu Tseng, Yi-Chen Chen, Chih-Yun Yu, Hung-Fu Liao, Yi-Chun Chen, Yu-Fan Evan Tu, Shinn-Chih Wu, I-Hsuan Liu, Marina Pinskaya, Antonin Morillion, Bertrand Pain, Shau-Ping Lin

**Keywords:** Germ cell, Chicken, piRNA cluster, Development, Transposable elements

## Abstract

**Background:**

The PIWI/piRNA pathway is a conserved machinery important for germ cell development and fertility. This piRNA-guided molecular machinery is best known for repressing derepressed transposable elements (TE) during epigenomic reprogramming. The extent to which piRNAs are involved in modulating transcripts beyond TEs still need to be clarified, and it may be a stage-dependent event. We chose chicken germline as a study model because of the significantly lower TE complexity in the chicken genome compared to mammalian species.

**Results:**

We generated high-confidence piRNA candidates in various stages across chicken germline development by 3′-end-methylation-enriched small RNA sequencing and in-house bioinformatics analysis. We observed a significant developmental stage-dependent loss of TE association and a shifting of the ping-pong cycle signatures. Moreover, the stage-dependent reciprocal abundance of LINE retrotransposons, CR1-C, and its associated piRNAs implicated the developmental stage-dependent role of piRNA machinery. The stage dependency of piRNA expression and its potential functions can be better addressed by analyzing the piRNA precursors/clusters. Interestingly, the new piRNA clusters identified from embryonic chicken testes revealed evolutionary conservation between chickens and mammals, which was previously thought to not exist.

**Conclusions:**

In this report, we provided an original chicken RNA resource and proposed an analytical methodology that can be used to investigate stage-dependent changes in piRNA compositions and their potential roles in TE regulation and beyond, and also revealed possible conserved functions of piRNAs in developing germ cells.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4820-9) contains supplementary material, which is available to authorized users.

## Background

Primordial germ cells (PGCs) experience genome-wide epigenetic reprogramming for acquiring germ cell-specific features, such as meiosis, spermatogenesis and oogenesis, and regaining zygotic totipotency upon fertilization [1, 2]. This process is accompanied by burst expression of transposable elements (TEs), primarily autonomous retrotransposons such as long interspersed nuclear elements (LINEs) and long terminal repeats (LTRs) [3, 4]. The activation of transposable elements and their capability of insertion into the host genome through random transposition can lead to epigenomic and genomic instability [5].

The PIWI/piRNA pathway is evolutionarily adapted for effective mitigation of burst TE transcripts from reprogramming and is essential for proper germ cell development and fertility [6–8]. PiRNAs, namely, PIWI-interacting RNAs, are germ cell-enriched small RNAs that bind to PIWI protein and form piRNA-induced silencing complexes (piRISCs). Studies in *Drosophila* showed that the PIWI/piRNA pathway is critical for regulating TE activities in developing germ cells [6, 9]. In mice, defects in the PIWI/piRNA pathway result in aberrant expression of TEs that leads to germ cell depletion and subsequently small testes and infertility [10–13]. Knockdown of the chicken PIWI proteins, CIWI and CILI, also leads to an upregulation of chicken LINEs – chicken repeat 1 (CR1) elements, and hence supports the conservation of the PIWI/piRNA pathway in TE repression [14, 15].

The molecular mechanisms by which piRNAs modulate TEs are partly implicated through their biogenesis pathway. The primary piRNA precursor transcripts from piRNA clusters are transported to the perinuclear electron-dense region, the so-called nuage structure, for the maturation process [16]. The 5′ end of a piRNA is generated through MITOPLD (in mice)/Zuc (in *Drosophila*) cleavage and loaded onto the PIWI nucleotide binding pocket in 5′ uracil (1 U) preference fashion [16, 17]. The *Drosophila* Nibbler, or PARN-family exonucleases in other species, are reported to be involved in trimming the 3′ ends to form 24–32 nt small RNA fragments [18–20], which then have their 3′-end modified by 2’-O-methylation via HEN1 and form primary piRNAs [21–23]. Mature piRISCs identify transcripts antisense to their piRNA sequences and slice the targeted transcripts by the endonuclease function of PIWI protein at the position corresponding to the 10th nucleotide of piRNA [24, 25]. The cleaved transcript fragments are bounded by other PIWI proteins, such as MIWI, MILI, and MIWI2 in mice, and are then processed into antisense piRNAs, which also form piRISCs capable of slicing other transcripts [26]. This ping-pong cycle machinery of looped sense-antisense targeting, which is mainly processed via MILI in mice, can rapidly amplify secondary piRNAs by consuming TE transcripts [9, 27, 28]. Due to the preferred U for the first nucleotide of primary piRNAs and reverse complementary targeting over the ping-pong cycle, these secondary piRNAs feature the enrichment of adenine at the 10th nucleotide (10A) [27, 29]. Comparatively, *Drosophila* AGO3 and AUB participate in a ping-pong cycle in which they, respectively, bind with sense and antisense TEs [9, 30, 31]. PiRISCs composed of certain PIWI family members, such as MIWI2 in mice or PIWI in *Drosophila*, can also transport cytoplasmic piRNAs into the nucleus and mediate epigenetic gene silencing through H3K9 di- or tri-methylation and euchromatic de novo DNA methylation [32–37]. Hence, piRNAs may operate via post-transcriptional gene silencing (PTGS) and transcriptional gene silencing (TGS) to modulate TE expression and possibly beyond.

The emerging evidence implies diverse roles of the PIWI/piRNA pathway along germ cell development in a stage-dependent fashion. For instance, changes in piRISC composition were reported along the different mouse germ cell developmental stages [38]. The conditional inactivation of the *Miwi2* gene revealed that MIWI2 is essential for prospermatogonia development in mice [39]. In contrast, MIWI is expressed and involved in ping-pong cycle-independent TE silencing after birth [10, 29]. PiRNA cluster analysis of MILI-interacting piRNAs showed distinct genomic associations, from the pre-pachytene TE-rich piRNA population and pachytene intergenic piRNA population [26]. Moreover, a recent study demonstrated the switching of dominant TE silencing machinery from the PIWI/piRNA pathway in spermatogonia to DNA methylation in meiotic spermatocytes [40], which is a further indication of stage-dependent regulation in the PIWI/piRNA pathway. Here, we extend our investigation to the roles of piRNAs along different germ cell developmental stages.

Since the development of the chicken embryo can be synchronously controlled and the chicken embryo developmental stages are well documented [41–43], chicken is a suitable model organism for studying stage-dependent effects of conserved machinery, such as stage-associated piRNA regulation. In addition, TEs constitute less than 10% of the chicken genome, which is significantly lower than TE occupancies in other tetrapod vertebrates, such as 48% in the human genome (hg38) and 41% in the mouse genome (mm10) [44–47]. Chicken TEs are also less complex than their mammalian counterparts. Moreover, chicken serves as an important evolutionary model for the conservativity of the PIWI/piRNA pathway. Together, these factors make chicken a plausible model for analyzing the roles of piRNAs in and potentially beyond TE modulation throughout different developmental stages. The expression of PIWIL1 in chicken PGCs has been reported [48]. In addition, the presence of piRNAs has been reported in chicken PGCs and adult testes [15, 49, 50]. Nevertheless, the stage-dependent expression and genomic association of chicken piRNAs has yet to be systematically analyzed.

In this study, we performed an in-depth analysis of piRNA clusters based on 3′-end-2’-O methylation-enriched small RNA sequencing on germ cells taken at different developmental stages. Here, we show the stage-dependent transition in piRNA compositions and their roles in TE regulation. Our in-depth investigation of piRNAs before and after spermatogonia formation reveals that piRNA-associated TE regulation may also contribute to gene regulations. In extension, our results display the stage-dependent expression of some genomic loci embedding putative piRNA clusters. We further investigated a functional implication of these stage-dependent clusterable piRNAs and propose a possible role of PIWI/piRNA pathways in germ cell fate decision.

## Results

### Implementation of a computational workflow for high-confidence piRNA discovery

To identify piRNA candidates among gonadal small RNA pools, we applied sodium periodate oxidation combined with small-RNA high-throughput sequencing (small RNA-seq) and in-house developed computational workflow dedicated to the identification of piRNA candidates (Additional file 1: Figure S1). In vertebrates, only piRNAs but not miRNAs contain a 3′-end 2’-O-methyl modification, which resists oxidation treatment and remains ligatable at the 3′-end for sequencing library construction [51]. This 3′-end 2’-O-methylation signature has been observed in chicken piRNAs [49], thus supporting the applicability of this method in our study. Reads from the oxidized small RNA libraries were then processed through our bioinformatic pipeline. Our implementation of the bioinformatics pipeline aimed to identify potential piRNA reads by eliminating other forms of small RNAs instead of considering only TE-derived reads [52]. Briefly, after genomic mapping, reads that annotated to rRNA, tRNA, and miRNA were removed. To ensure the elimination of false positives, we also eliminated reads that may have originated from predicted microRNA precursors.

Given the expression of chicken PIWI/piRNA pathway-associated genes found in blastoderm [48, 52], cultured PGC [15, 48], and adult testes [49], we validated that these genes are also expressed in enriched embryonic germ cells around spermatogonia formation stages (Additional file 1: Figure S2, S3). Our in-house bioinformatic pipeline was then applied over 3′-end-2’O methylation-enriched small RNA-seq datasets from blastodermal cells (BC), cultured PGCs from E7 gonads (E7PGC), and E11 and E14 embryonic gonads (E11G and E14G, respectively) generated in our lab. 

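Small RNAs that resist periodate oxidation, and so carry a modified 3′ end, were sequenced in 8 libraries, 2 each from BC, E7PGC, E11G and E14G. The first library of E11G and of E14G (E11G1, E14G1) came from Cobb500 broilers and was sequenced on an Illumina MiSeq. The second ones (E11G2, E14G2) came from Leghorn layers and a Solexa platform, so breed and sequencer cannot be told apart in the gonads. Both BC libraries came from Leghorn layers and both E7PGC libraries from Arbor Acres broilers, all sequenced on a Solexa platform. The headers of the E7PGC lists name an input from E6 PGCs, and the stage E7 is that of the labels and the paper. The numbers of piRNA candidates in the paper's Table S1 are 6336581 in BC1, 6382327 in BC2, 10803213 in E7PGC1 and 7937808 in E7PGC2. In the gonads they are 1396157 in E11G1, 7876818 in E11G2, 1660210 in E14G1 and 8875474 in E14G2. The read totals in the deposited cluster lists were slightly lower and ranged from 1394576 in E11G1 to 10786087 in E7PGC1. The authors normalized each cluster's hits to the read total of its list, and the values given here were rescaled to the totals of Table S1 and are written as piRPM. Each distinct sequence was read 80.5 ± 2.87 times (SD, n = 2) in BC, 26.7 ± 6.19 times in E7PGC, 4.38 ± 2.61 times in E11G and 3.92 ± 2.26 times in E14G. The adult testes dataset was not used here. According to the list headers, each value is a sum of reads divided by their numbers of genomic hits, although the methods state a mapping with at most 1 place per read. The lists hold between 1.56 hits per clustered sequence in E14G1 and 6.52 in E7PGC2. No binomial interval was computed for such sums, and the spread between the 2 libraries of a stage is the error given.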

PiRNA datasets of adult testes (AT) published by Li et al. [49] were included to evaluate the accuracy of our piRNA candidate analysis pipeline and provide a piRNA dataset of germ cells undergoing meiosis. The small RNA categories and read densities through each step of filtering and final piRNA candidacy are summarized in Additional file 1: Table S1. The high proportion of mapped reads was categorized as piRNA candidates based on our analysis pipeline predictions (Additional file 1: Figure S1C). The reduction of reads mapping to miRNAs in the oxidation-treated libraries compared to the untreated counterparts demonstrated the success of enriching 3’end modified small RNAs.

The characterization analysis results showed that the adult testicular piRNA candidates are shorter in length, mostly ranging from 24 to 27 nt, relative to piRNA candidates from other samples, which range from 26 to 29 nt (Fig. 1a). We further validated the piRNA candidates in each sample with known piRNA characteristics. 

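Among the piRNAs within the clusters that the authors called, the share with a uracil at the 5′ end, which the cluster lists record as 1T, was weighted by normalized hits. It was 70.4% ± 0.286 (SD, n = 2) in BC, 67.2% ± 0.415 in E7PGC, 56.7% ± 2.91 in E11G and 56.0% ± 1.13 in E14G. Equal use of the 4 bases would give 25%. Weighted in this way, the gap between BC or E7PGC and the gonads was larger than the spread between replicates, and the gap between E11G and E14G was smaller than it. The authors' calls required a low minimum share of 1T or 10A hits in a cluster, so these shares describe piRNAs in called clusters only. Averaged over the 8 libraries, the share was 62.6%, and it was 59.9% when each cluster counted once, as the median over clusters. Counted in that way, BC was not set apart from the gonads, with 58.65% in BC1 and 60.8% in BC2 against 54.6% in E11G1, 58.85% in E11G2, 54.6% in E14G1 and 57.3% in E14G2. E7PGC stayed above both, at 66.1% and 68.1%.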

The resultant piRNA candidates showed strong 5′-end uracil (1 U) enrichment (Fig. 1b), which supported the 1 U-bias of piRNAs due to structural preferences of the nucleotide binding pocket of the PIWI MID domain [53]. In addition, we investigated the ping-pong cycle activities, which are characterized by a frequent mutual overlap of 10 nt at the 5′-end and 1U10A enrichment. We observed frequent 5′-10 nt overlapping (Fig. 1c; Additional file 1: Figure S4) relative to other 5′ overlapping lengths. However, the low sequence overlap rate among embryonic samples implied limited ping-pong cycle activities. The nucleotide enrichment analysis of 5′-10-nt overlapping piRNAs showed a 10A bias in samples other than BC. Interestingly, we observed a gradual loss of 10A feature along germ cell development (Fig. 1d). This observation supported stage-dependent variations in piRNA composition.

**Fig. 1:**
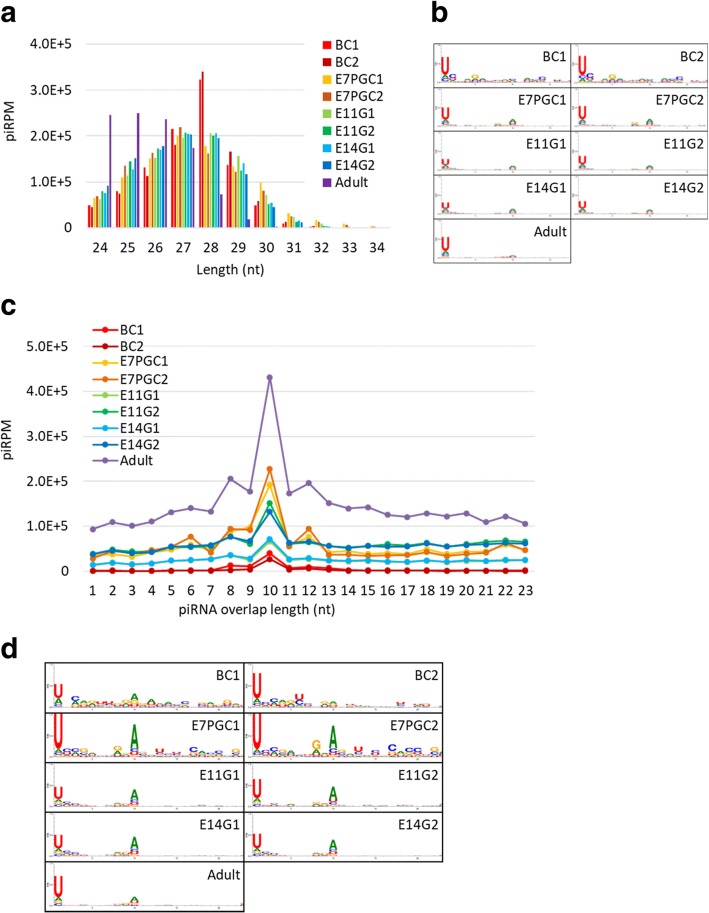
PiRNA candidates show distinct piRNA features across different developmental stages. **a** Length distribution of piRNAs. PiRNA reads per million (piRPM) is calculated for each read length; **b** Nucleotide enrichment analysis on piRNA candidates in each sequencing sample. **c** Relative enrichment of pairable piRNAs by the overlapping length. PiRPM is calculated for the number of pairable piRNAs with each overlapping length. **d** Nucleotide enrichment analysis of piRNA candidates of 10 bp antisense overlapping at the 5′ end in each sequencing sample

Remarkably, over 90% of the piRNA candidates from BC mapped to TEs, and less than 5% mapped to intergenic regions. In contrast, adult testes showed significantly higher intergenic association over 65% (Fig. 2a). A reduced TE association of piRNA candidates was also observed in cultured E7PGC, E11G and E14G, compared to that from BC. PiRNA candidates from cultured E7PGC had almost 50% of their reads mapped to intergenic regions, but only approximately 35% of the piRNA mapped to TEs. These observations suggested dynamic regulation of genomic associations of piRNAs toward the prevalence of intergenic loci along germ cell development. While the chicken PIWI/piRNA pathway may encompass stage-dependent biosynthesis machineries favoring production of piRNAs in a certain length range [54], we observed no significant correlation between piRNA length distribution and genomic association in a stage-dependent manner (Additional file 1: Figure S5).

**Fig. 2:**
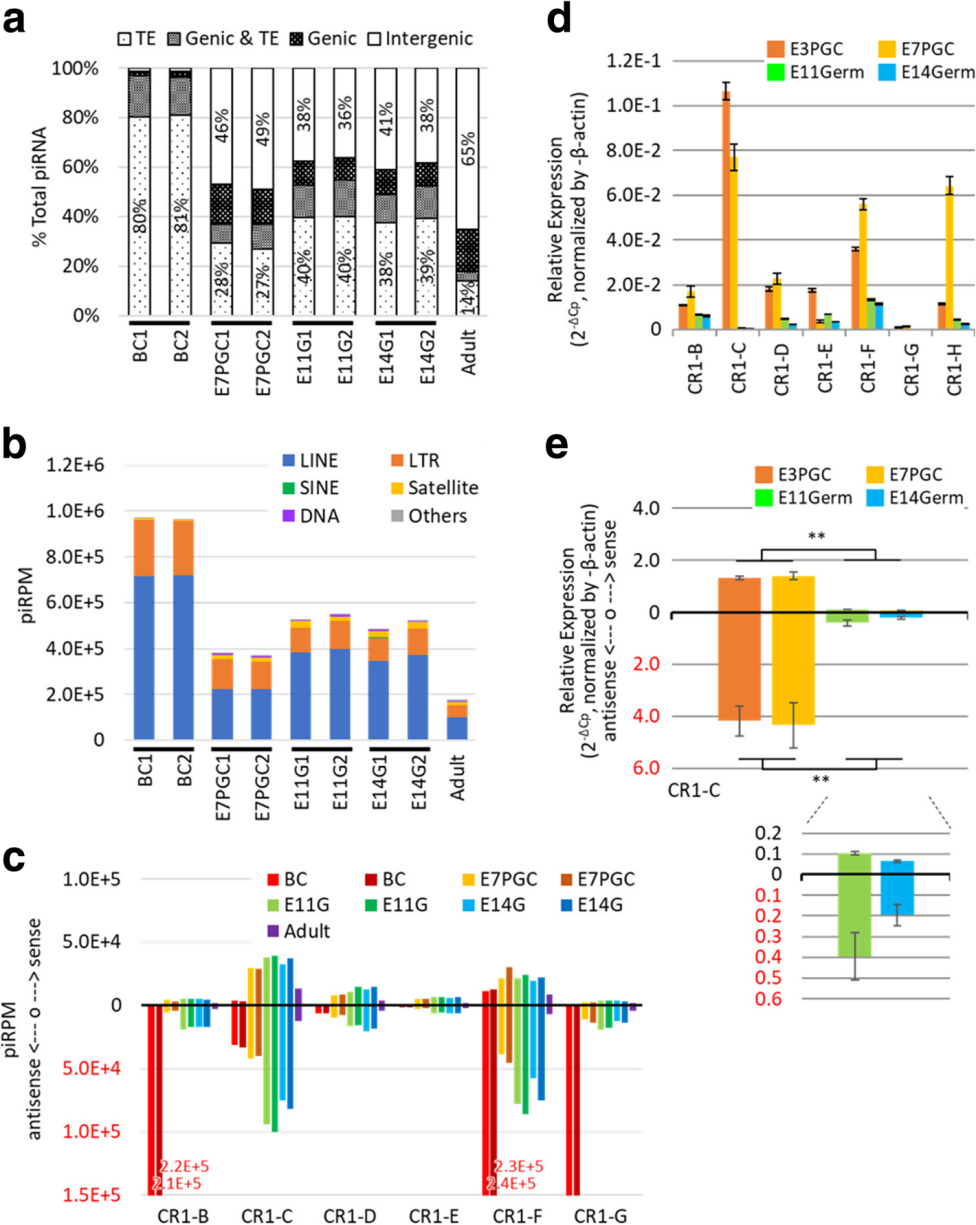
Developmental stage-dependent genomic associations and TE expression modulation of piRNA candidates. **a** Genomic association varied in stage-dependent fashion. Each feature was calculated in proportion to the respective total piRNA candidates. **b** PiRNA candidates mapped to TEs. piRPM is calculated for each enlisted category. **c** The stage-dependent association of piRNAs to subfamilies of LINEs. PiRNA sequences are preferentially mapped antisense to TEs. **d** Expression of CR1 subfamily members from enriched embryonic germ cells. **e** Stranded RT-qPCR analysis (*N* = 3) over CR1-C transcription among cultured E3 circulating PGC (E3PGC), cultured E7 gonadal PGC (E7PGC), and germ cell enriched population, E11Germ and E14Germ, from E11 and E14 Gonads, respectively. ** represents *p*-value < 0.01

### PiRNA candidates demonstrated stage-dependent association to TE subfamilies

Given the involvement of piRNAs in TE regulation [55], their reduced TE association in a stage-dependent manner may be due to TE repression (Fig. 2a, b). This effect may be more prominent for piRNAs assigned to LINEs (Fig. 2c). Expression analysis by RT-qPCR of a purified embryonic chicken germ cell population generally showed a downregulation of LINE components between PGCs and enriched germinal cells at late embryonic stages (Fig. 2d, e). Notably, we observed the dynamic expression of LINEs from the enriched germ cell populations among cultured PGCs from E3 and E7 and freshly isolated germ cells from E11G and E14G. This implies that TE expression may also be regulated in a stage-dependent manner. Indeed, we further observed stage-dependent reciprocal correlations between the expression of LINE members and the abundance of their corresponding piRNAs (Fig. 2c-e). Among the transcriptionally repressed LINE members CR1-C, CR1-F, and CR1-H, there were more LINE associated piRNAs mapped antisense to LINE, than the piRNAs mapped to the sense direction, by 2 to 5 fold. Intriguingly, we observed a high abundance of antisense piRNAs associated with CR1-B, CR1-F, and CR1-G, in accordance with the high repressive strength at BC. In contrast, we observed that the expansion of piRNAs associated with CR1-C occurred later, at E11 (Fig. 2c). Strand-specific RT-qPCR on CR1-C showed a downregulation of both sense and antisense transcripts at E11G and E14G. In addition, both PGCs and gonadal germ cells showed higher levels of antisense transcripts, and this finding supported the positive correlation with the associated antisense piRNAs (Fig. 2d, e). These results indicate that the PIWI/piRNA pathway may have a role in the stage-dependent transient expression of TEs.

### Investigating the possibility of piRNA-mediated modulation beyond TEs in chicken embryonic gonads

To evaluate the possible contribution of the developmentally regulated piRNAs in modulating transcriptome beyond TEs, we first tested the hypothesis that differentially expressed piRNAs between E11G and E14G gonads may be involved in modulating spermatogonia formation, which was estimated to occur around E13 [43]. Approximately 20% of piRNA candidates from E11G and E14G were mapped to either the sense or antisense strand of genes/transcripts, in which half of these piRNA-associated transcripts were not TE-associated (Fig. 2a). This finding suggested that piRNAs may have roles beyond but not mutually exclusive with TE regulation.

Among the top 500 piRNA-associated transcripts heavily mapped by piRNAs (with at least 70 piRPM) for E11G and E14G of both Leghorn layer and Cobb500 broiler breeds, we selected the 416 and 414 overlapped genes from the two chicken strains of E11 and E14 testes, respectively. We found 510 transcripts that were potential piRNA associated transcripts of E11G and E14G in union (Fig. 3a), among which 193 transcripts were differentially expressed (fold change > 2) before and after spermatogenesis (E11G vs E14G). Among these candidate transcripts, we identified 58 protein-coding genes, 132 uncharacterized genes from Ensembl, and 3 snoRNAs (Fig. 3b). However, none of the Gene Ontology (GO) terms was significantly enriched with these genes. The differential expressions of 15 of the targets between E11 and E14 germ cells were examined by RT-qPCR (Fig. 3c-f). Three of these genes showed negative correlations between gene expression and the associated piRNAs, which were predominantly mapped on or approximate to TEs within those genes (Fig. 3c, e; Additional file 1: Figure S6). Uniquely mapped piRNAs associated with the 3 candidate genes were highly represented, which indicated that even when considering the repetitive nature of the TE sequences within genes, only a small portion of piRNA reads associated with the aforementioned genes can also be mapped to the identical sequences residing on the other part of the chicken genome. The preferential TE-associated piRNA mappings were also observed in most of the other top piRNA-associated transcripts (Additional file 2: Table S2). However, due to the lack of a strong reciprocal correlation between antisense piRNA mapped reads and the expression of targeted transcripts across different developmental stages, gene silencing based on piRNA-mediated targeting and slicing may not be a common event in embryonic chicken testes. We do not exclude the possibility that some of the piRNA-associated transcripts were regulated by piRNAs via post-transcriptional slicing or piRNA-mediated epigenomic silencing.

**Fig. 3:**
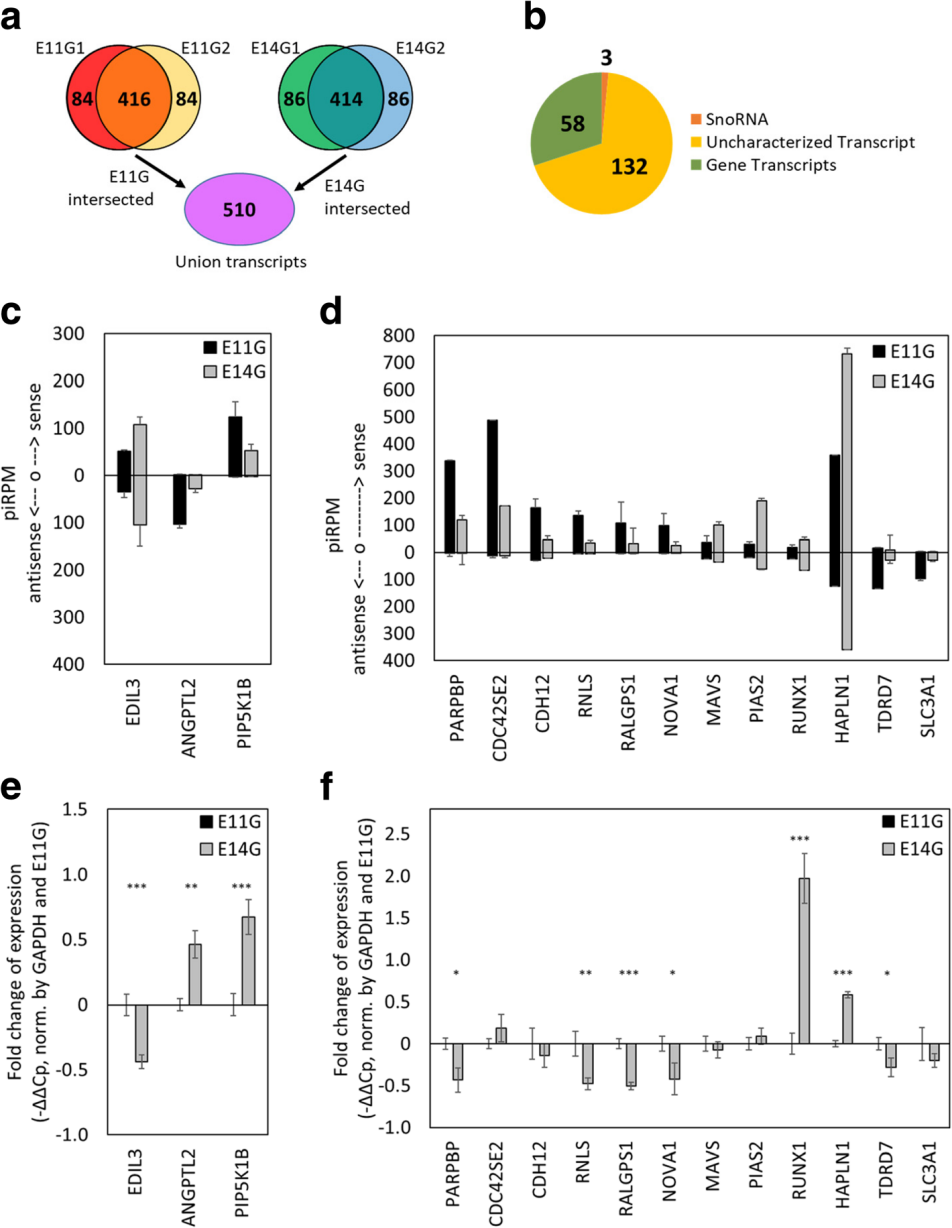
Identification of potential piRNA associated genes before (E11G) and after (E14G) spermatogonia formation. **a** Venn diagram of piRNA-associated target transcripts before and after spermatogonia formation. The top 500 target transcripts were selected from each sample, and the union of reproducible piRNA associated transcripts from E11 and E14 gonads revealed 510 potential piRNA modulated transcripts. **b** Transcripts with 2-fold difference in normalized piRNA counts are identified, of which 58 are annotated genes. **c**-**d** PiRNAs mapped to the sense or antisense of their associated genes. **e**-**f** Comparison of relative expression levels of potential piRNA associated genes between enriched germ cells from E11 and E14 gonads (*N* = 3). *represents *p*-value < 0.05; **represents *p*-value < 0.01; ***represents *p*-value< 0.001. Five genes are reciprocally expressed compared to the amount of associated piRNAs (**e**), while 12 genes do not have reciprocal relative expression levels to the numbers of piRNAs mapped to them (**f**)

### piRNA cluster analysis identified stage-dependent piRNA expression patterns

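The authors called piRNA clusters in each of the 8 small RNA libraries separately with an adapted proTRAC and deposited one list per library. The lists precede the paper's merging across stages and its extension over transcripts. A list gives, for each cluster, its position on galGal5, its length, the number of hits of distinct sequences, the normalized hits, and the shares of 1T and 10A hits. The hit density that a cluster had to reach differed between libraries, from 2.21 RPM per kb in BC1 to 13.3 RPM per kb in E14G1, counted against the list's own read total. Clusters of different libraries that overlapped by at least 1 bp were merged here into 4034 loci with a median length of 7228 bp. Of these loci, 1860 lay on assembled chromosomes, and the others on scaffolds. A locus that was not called in a library has no value there, and it was set to 0 in stage means and distances. Its piRNA density (piRPKM) was the sum of piRPM over its clusters per kb of the merged locus. A library's value leaves out piRNAs outside that library's called clusters, so differences between libraries may also depend on the lengths of the calls. Tests between stages were limited to loci called in every library compared, and used limma on log2(piRPM + 1) with an adjusted p threshold of 0.05. The deposited number of hits counts distinct sequences and not reads, so tests for read counts were not applied to it. When only loci called in both libraries of at least 1 stage were kept, 2832 loci remained.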

To systematically illustrate developmental changes in piRNA compositions, we performed piRNA cluster analysis to identify genomic regions likely transcribing piRNA precursors (Fig. 4a). Our analysis showed that more than 70% of piRNAs can be assigned to potential piRNA clusters, with most being 3–10 kilobases in length and some reaching megabases in length (Additional file 1: Figure S7A). 

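Before any extension over transcripts, the authors' lists held 1330.5 ± 19.1 clusters (SD, n = 2) in BC, 2062.5 ± 10.6 in E7PGC, 1656.5 ± 206 in E11G and 1432.5 ± 210.0 in E14G. The clusters of a library covered between 9850422 bp in BC2 and 20544297 bp in E7PGC1, at a mean density between 34.4 piRPM per kb in E7PGC1 and 62.9 piRPM per kb in BC2. Normalized hits in clusters made up 62.4% ± 0.661 of the piRNA candidates in BC, 69.7% ± 1.40 in E7PGC, 61.5% ± 3.16 in E11G and 55.7% ± 2.57 in E14G. The mean over the 8 libraries was 62.3%. In each library the share was above the paper's value before adjustment in Table S3, by a ratio between 1.02 and 1.09. The ratio was largest in E7PGC1, with 70.7% against 64.85%, and the cause was not tested. When a read counted in full as soon as 1 of its genomic hits lay in a cluster, the mean was 79.9%. With clusters on assembled chromosomes only it was 32.8%, the largest move among the alternatives run. Both were added after the data were examined. Clusters of 3 to 10 kb made up between 65.0% of the clusters in E14G1 and 80.0% in BC2. The longest cluster of a library measured between 58732 bp in BC1 and 222711 bp in E11G1.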

Cross-stage comparison of the genomic loci of piRNA clusters revealed globally similar expression patterns (Fig. 4a). However, some clusters demonstrated significant developmental stage-dependent differential piRNA production (Fig. 4a; Additional file 1: Figure S7B). Moreover, we identified a set of piRNA clusters that exhibited strict stage dependencies. 

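For each pair of libraries, the loci called in both were counted as a share of the loci called in either. The median share was 68.7% for the 4 pairs from the same stage, 55.1% for E11G with E14G, 39.3% for E7PGC with the gonads, and 14.3% for BC with any other stage. No pair of BC with another stage went above 19.1%, and no pair from the same stage fell below 56.3%. At the loci a pair shared, the median Spearman correlation of piRPM across loci was 0.865 within a stage, 0.771 for E11G with E14G, 0.635 for E7PGC with the gonads and 0.0315 for BC with the others. Loci are not independent replicates, so no p-value is attached to these correlations. In all 8 libraries 176 loci were called, and 1000 loci were called in exactly 1 library. At the 176 loci, the median correlation was 0.940 within a stage and 0.143 between BC and the others. The locus with the highest mean in BC lay on chromosome 1 from 171176429 to 171208999 and held 203985 ± 2702 piRPM (SD, n = 2). In both gonad stages the highest mean was on chromosome Z from 67199955 to 67279913, with 11908 ± 1583 piRPM in E11G and 14877 ± 896 piRPM in E14G. In E11G this rank rested on E11G1. In E11G2 a locus on chromosome 4 from 20777501 to 20788991 held more, with 14274 piRPM against 10789 piRPM on chromosome Z. The highest mean in E7PGC, on chromosome Z from 1076056 to 1081879, came from E7PGC1 alone with 45774 piRPM, and no cluster was called there in E7PGC2. That locus overlaps an expressed transcript of RPL17, and its value in E7PGC1 rests on 30 hits. Whether these reads are piRNAs was not tested.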

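Of the 465 loci called in both BC and both E7PGC libraries, 378 differed between these stages (limma, adjusted p under 0.05), 68 higher and 310 lower in BC. The direction of this split depended on scaling, since the median log2 ratio over these loci was -1.04, and TMM normalization moved it to 0.05 and left 306 loci, 148 of them higher in BC. Of the 851 loci called in both E11G and both E7PGC libraries, 156 differed, 99 higher and 57 lower in E11G. The majority reversed when all loci called in any of these libraries were tested, with 0 where not called, to 412 higher and 640 lower in E11G. No locus among the 816 called in all 4 gonad libraries passed the threshold for E14G against E11G, where 247 had an unadjusted p under 0.05. With the replicate number, and with it breed and sequencer, as a block in that model, 411 of the 816 loci passed. Of these, 134 were higher and 277 lower in E14G. That fit leaves few residual degrees of freedom per locus, so its p-values rest largely on the spread pooled over loci. It was not combined with TMM normalization, which moved the median log2 ratio from -0.30 to -0.05 without the block. BC and E7PGC, like E7PGC and the gonads, differ in breed as well as in stage. E7PGC were also grown in culture, whereas the RNA of BC and the gonads came from blastodermal embryos and from gonads. Stage, breed, culture and the mix of cells cannot be told apart in these comparisons. Among the loci that passed, 4 were picked out after their values were seen. Between BC and E7PGC, the locus from 171176429 to 171208999 on chromosome 1 had a log2 ratio of 11.32 (standard error 0.67, limma adjusted p = 0.000380). In the same comparison, the log2 ratio on chromosome Z from 25662526 to 25695833 was -8.56 (standard error 0.19, limma adjusted p = 9.47e-05). Between E11G and E7PGC, chromosome 1 from 45550108 to 45585829 had a log2 ratio of 3.38 (standard error 0.38, limma adjusted p = 0.0147). The lowest value for that pair among these loci was -4.42 on chromosome Z from 73401685 to 73542900 (standard error 0.35, limma adjusted p = 0.0110).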

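A locus was counted as strictly stage-dependent when both libraries of 1 stage had a called cluster there and no other library did. There were 536 such loci for BC, 334 for E7PGC, 92 for E11G and 46 for E14G, 1008 together. A further 66 loci were called in all 4 gonad libraries and in no other library. Of the loci called in at least 1 library of a stage, the share also called in another stage was 47.2% for BC, 68.1% for E7PGC, 84.7% for E11G and 88.4% for E14G. The lists give no value for a locus under the authors' density threshold, so these counts describe calls and not the absence of piRNAs.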

The intersection of joined overlapping piRNA clusters across samples and transcriptome information allowed us to better predict the piRNA cluster boundaries (Additional file 1: Figure S8; see Material and Method). This adjustment granted a slight increase in the number of piRNA candidates that may be assigned to piRNA clusters despite being initially discarded by proTRAC, a software program for piRNA cluster detection (Additional file 1: Table S3). 

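Of the 4034 merged loci, 817 (20.3%) overlapped at least 1 transcript with an FPKM of at least 1 in at least 1 of the RNA-seq libraries of BC, E11G and E14G. Any transcript in the authors' table, expressed or not, overlapped 1570 loci (38.9%). At 683 loci an expressed transcript reached beyond the locus, which is where an extension over transcripts would move a boundary. Seen from the transcripts, 1142 expressed ones (5.11%) overlapped a locus. With transcripts of at least 5 FPKM, 519 loci had an overlap. The deposited expression table gives positions but no strand, so sense and antisense overlaps were counted alike, and the extension itself was not applied.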

Multidimensional scaling analysis showed a strong association between piRNA cluster expression patterns and developmental stages (Fig. 4b). 

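The association was tested on Euclidean distances between libraries in log10(piRPKM + 0.01) over the 4034 loci. The mean distance between the 2 libraries of a stage was 74.3, and between libraries of different stages it was 132. No other way to split the 8 libraries into 4 pairs gave a mean within pairs as small (exact permutation test, one-sided, p = 0.00952, the smallest p that these splits allow). With the BC libraries left out, the stage pairs again had the smallest mean of the 15 splits of 6 libraries, for which the exact p of 0.0667 is the smallest possible. Distances ranged from 51.0 to 86.1 within a stage, from 117 to 128 between E7PGC and the gonads, and from 144 to 155 between BC and any other stage. In multidimensional scaling, the first dimension took up 45.7% of the variation and set BC apart, and the second took up 24.8% and set E7PGC apart from the gonads. Stages share a breed only within Leghorn (BC1, BC2, E11G2 and E14G2) and within Cobb500 (E11G1 and E14G1). From the position of the libraries in this scaling, the paper concludes that cluster expression is associated with developmental stage.

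**Figure D1:**
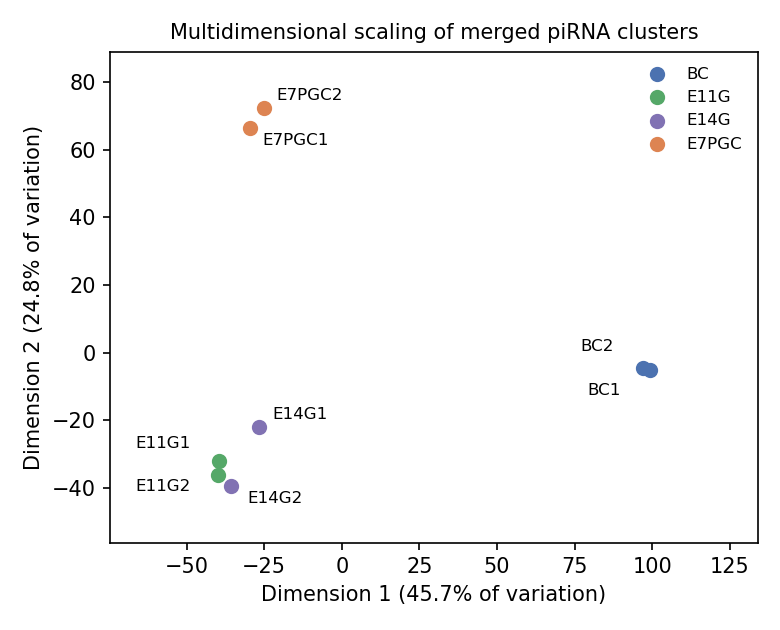
Multidimensional scaling of the 8 small RNA libraries from Euclidean distances in log10(piRPKM + 0.01) over 4034 merged loci, with 1 point per library colored by stage. The axes are the first and second dimensions in distance units, with 45.7% and 24.8% of the variation, and the 4 gonad libraries lie close together.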

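Between E11G and E14G, the distances of single libraries ran from 85.9 to 111, and the lowest of them fell within the range found between replicates. In the 4 gonad libraries, the mean distance was 83.1 for the pairs of the same stage and 90.7 for the pairs of the same breed and sequencer, a ratio of 0.916. Only 3 ways to split 4 libraries into pairs exist, so the exact permutation p of 0.333 is the smallest this design allows. The change from E11G to E14G was then computed separately in Cobb500 and in Leghorn at the 816 loci called in all 4 gonad libraries. At 302 loci it was over 1.5-fold in the same direction in both breeds, at 115 upward and at 187 downward, and at 0 loci in opposite directions. A further 257 loci passed 1.5-fold in only 1 breed. After TMM normalization, 216 loci changed the same way, 147 upward and 69 downward, and 2 in opposite directions, so the direction of the majority depended on scaling. The median log2 ratio was -0.37 in Cobb500 and -0.22 in Leghorn before TMM normalization, and -0.08 and -0.01 after it. The Spearman correlation of the change between the breeds was 0.783 across loci, which are not independent replicates. The 4 loci with the largest changes among those past the threshold with the replicate block were named after their values were seen. On chromosome 25 from 2302360 to 2317609, the log2 ratio was 3.00, with an adjusted p of 0.12 in limma without the block and 0.000142 with it. A scaffold assigned to chromosome W, from 4 to 32556, had a log2 ratio of 2.98. It held 1032 piRPM in E11G1 and 370 piRPM in E11G2, against 7339 piRPM in E14G1 and 3258 piRPM in E14G2. Whether this W-linked change reflects the sex of the gonads was not tested. The largest falls had log2 ratios of -1.92 on chromosome Z from 30913393 to 30923911 and -1.66 on an unplaced scaffold from 1391 to 18748.

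**Figure D2:**
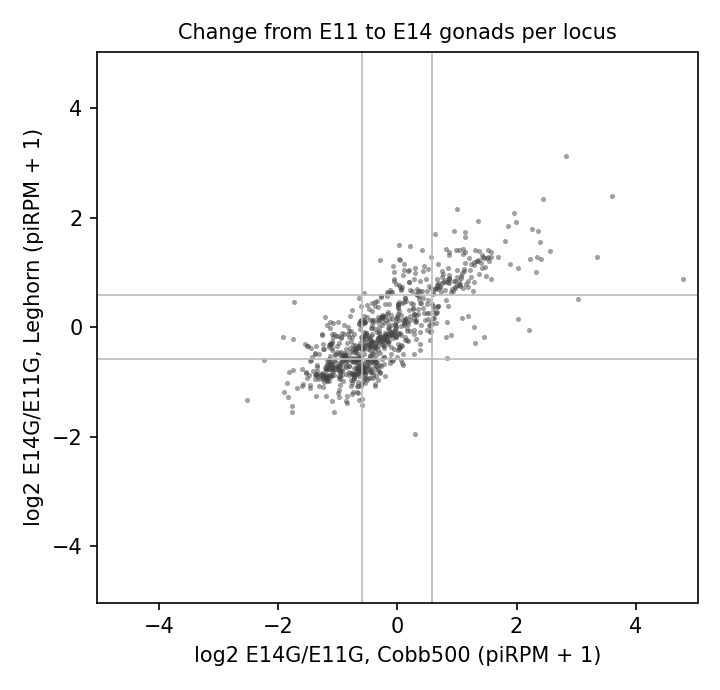
Log2 ratio of E14G to E11G in piRPM + 1 at the 816 loci called in all 4 gonad libraries, in Cobb500 on the horizontal axis and in Leghorn on the vertical axis, with 1 point per locus. Gray lines mark 1.5-fold changes, and no point lies beyond them in opposite directions, whereas 2 do after TMM normalization.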

As demonstrated, the expression profiles of piRNA clusters between E11G and E14G were less distinguishable, suggesting similarities in piRNA modulations before and after spermatogonia formation. Hence, we categorized the expression profiles of piRNA clusters according to the developmental stages, as BC-enriched piRNA clusters (BC-piRC), PGC-enriched piRNA clusters (PGC-piRC), embryonic gonadal-enriched piRNA clusters (EG-piRC), and adult testes-enriched piRNA clusters (AT-piRC). We found that nearly 70% of the 7269 piRNA clusters showed stage dependency, with an expression cutoff of 0.1 piRPKM and 1.5-fold expression enrichment (Fig. 4c). 

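The paper's cutoff and fold rule were applied to the 4034 loci from the 4 stages in the lists, with E11G and E14G as separate stages, which the paper joins as embryonic gonads. A locus counted as stage-enriched when its mean piRPKM in a stage was at least 0.1 and 1.5-fold over the second-highest stage. By this rule 3150 loci (78.1%) were stage-enriched, 898 in BC, 1233 in E7PGC, 616 in E11G and 403 in E14G. No locus fell under the cutoff, since the lowest mean in a locus's highest stage was 0.963 piRPKM. Of the stage-enriched loci, 2008 were called in 1 stage only, where the other stages count as 0. Of the 2026 loci called in at least 2 stages, 1142 (56.4%) were enriched. The alternative that moved the count most among those applied to all 4034 loci required every library of the stage to exceed every other library 1.5-fold, and 1437 loci (35.6%) met it. With E11G and E14G joined as in the paper, 3578 loci (88.7%) were enriched, 920 in BC, 1467 in E7PGC and 1191 in the embryonic gonads.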

Remarkably, the piRNAs that mapped to these stage-enriched piRNA clusters showed similar genomic association patterns as the mapping results from the piRNA samples: the enriched TE-associated piRNAs in BC-piRCs; the enriched intergenic-associated piRNAs in AT-piRCs; and the “in-between” piRNA pool in PGC-piRCs and EG-piRCs. The developmental stage-specifically upregulated piRNA clusters implied the existence of open genomic regions for piRNA precursor transcription that may play stage-associated regulatory roles.

**Fig. 4:**
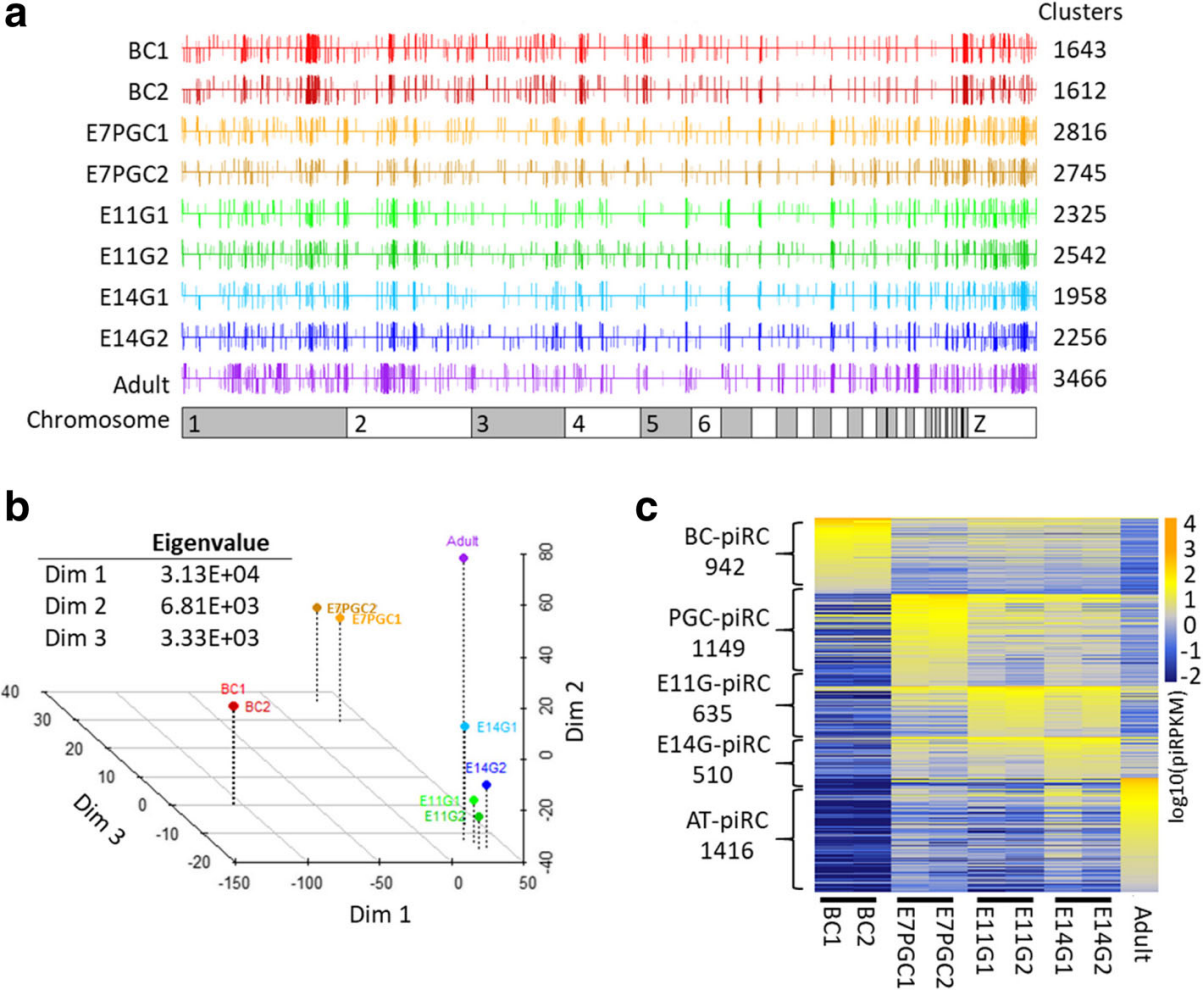
PiRNA cluster analysis reveals stage-dependent differential expression of piRNA precursors. **a** PiRNA cluster locus identified in each sample via proTRAC. Each bar represents a cluster at the plus (up) or minus (down) strand. Length and color depth denote the piRNA density in percentile. **b** Multidimensional scaling reveals the stage-associated piRNA cluster expression profile. Eigenvalues approximate the degree of variation explained by each dimension. **c** Identification of stage-enriched piRNA clusters (piRCs), each of which has piRPKM 1.5-fold higher than the second-highest stage. Stage-enriched piRNA clusters from blastodermal cells (BC), primordial germ cells (PGC), embryonic gonads from E11 and E14 (EG), and adult testes (AT) are included

### Stage-dependent chicken piRNA clusters revealed evolutionary conservation with eutherian piRNA clusters

The conservation of piRNA clusters between avian and eutherian mammals has not been discovered. With the newly identified chicken piRNA clusters from embryonic gonads (Additional file 1: Figure S7), we re-investigated the potential conservation of piRNA clusters with previously reported eutherian-conserved piRNA clusters [56]. We identified several syntenically conserved piRNA clusters between chickens, mice and humans, for example, the intergenic piRNA clusters residing between *PRMT8* and *TSPAN9*, and between *GADD45G* and *DIRAS2* (Fig. 5). Interestingly, the transposable elements from these two conserved clusters are very similar among the three species. Both potentially conserved chicken piRNA clusters are expressed only at E11 and E14 gonads but not in adult testes (Fig. 5). This suggests that the expression of these conserved piRNA clusters is modulated in a developmental stage-dependent manner in chickens.

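In the region that Fig. 5 shows between PRMT8 and TSPAN9, the called clusters form 1 merged locus on chromosome 1 of galGal5 from 75305553 to 75329358. The authors called a cluster there in all 8 libraries. Its level was 390.0 ± 20.6 piRPM (SD, n = 2) in E11G, 429 ± 16.5 piRPM in E14G and 432 ± 71.6 piRPM in BC, and 60.4 ± 11.1 piRPM in E7PGC. BC and the gonads differed by less than the spread between the BC replicates. E7PGC lay below all other stages by more than any spread, but a level counts only piRNAs within a library's own called cluster. The call spanned 7453 bp in E7PGC1 and 6407 bp in E7PGC2, and from 16483 bp in BC2 to 23797 bp in E11G2 in the other libraries. How much of the gap comes from the shorter calls cannot be told. Between GADD45G and DIRAS2, a locus on chromosome Z from 43770019 to 43786234 was called in the 4 gonad libraries and in none of BC or E7PGC. It held 350.3 ± 65.7 piRPM in E11G and 298 ± 4.89 piRPM in E14G, with piRNAs mainly from the plus strand in each library. A second locus in that region, from 43941103 to 43949623, was called in both BC libraries only, with 667 ± 43.0 piRPM. No value exists where no cluster was called, so a level under the authors' density threshold cannot be excluded there. With clustered hits as the library size in place of all piRNA candidates, the means over the gonad libraries rose from 409.7 to 704 piRPM at the first locus and from 324 to 555 piRPM at the second, a change of scale.

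**Figure D3:**
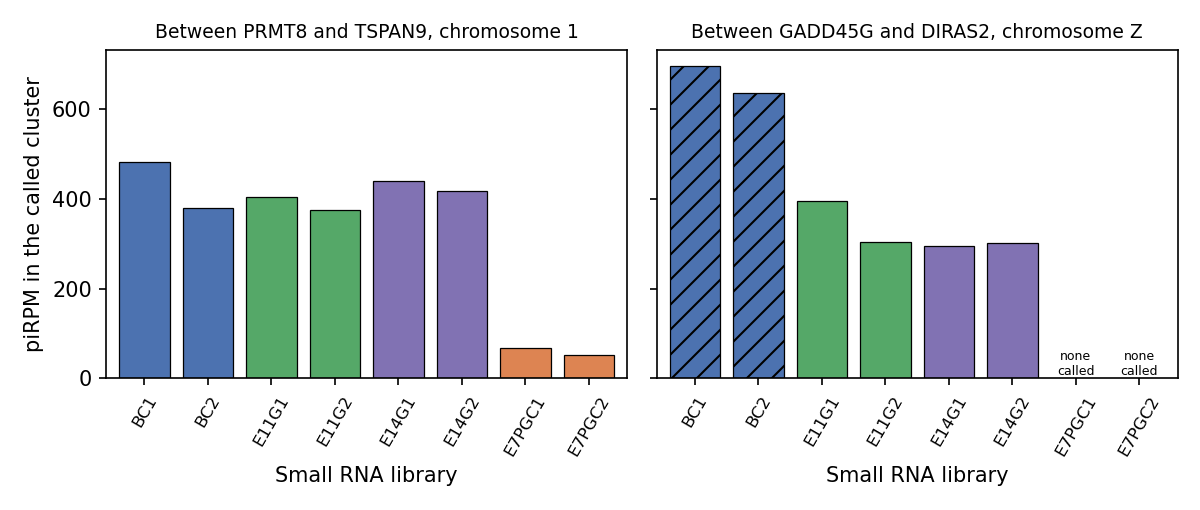
Level in piRPM of the called clusters in each of the 8 small RNA libraries, between PRMT8 and TSPAN9 and between GADD45G and DIRAS2, with 1 bar per library colored by stage. Hatched bars stand for the separate locus called only in BC, and no cluster was called in E7PGC between GADD45G and DIRAS2.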

**Fig. 5:**
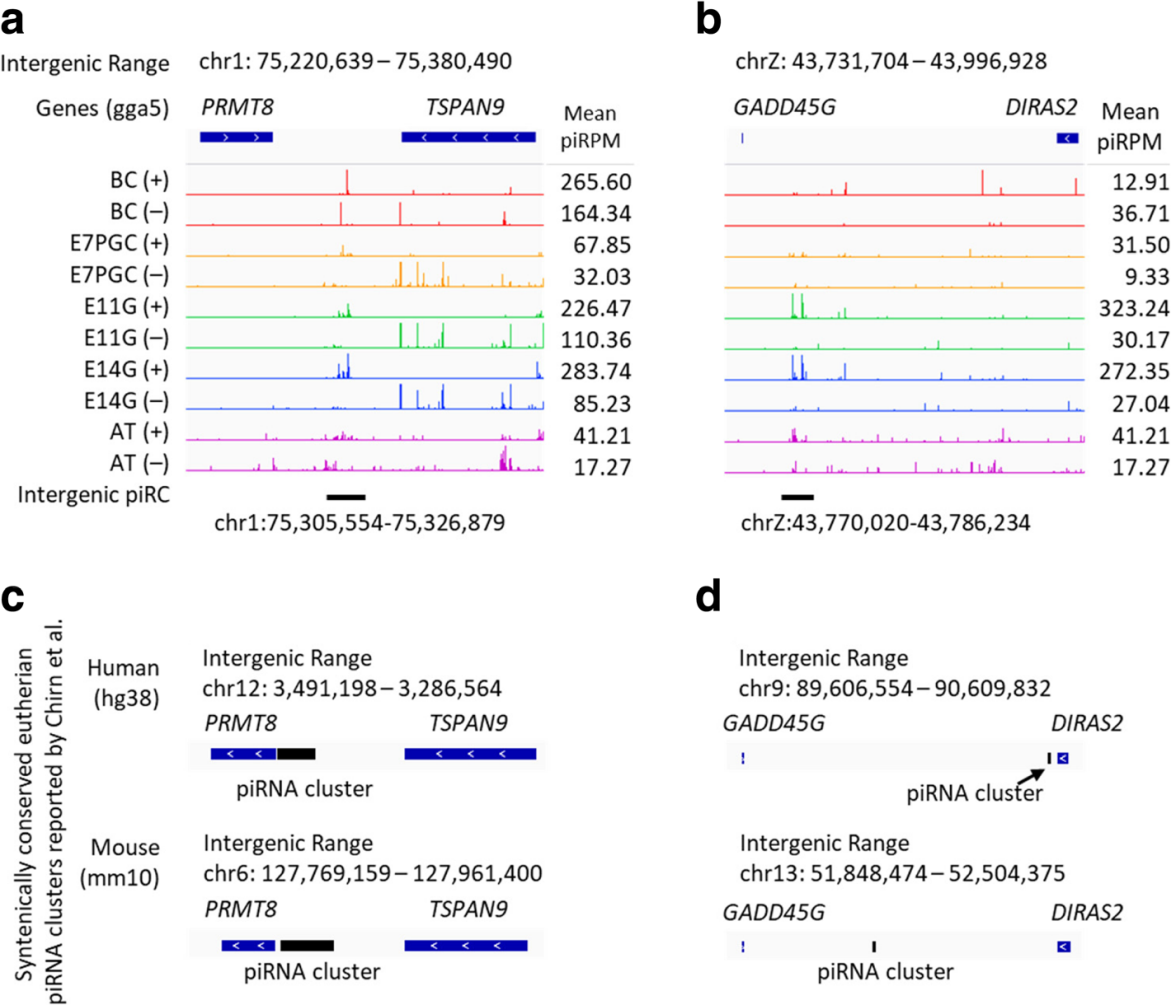
Potential stage-dependent syntenically conserved piRNA clusters shared between eutherian and chicken. The intergenic chicken piRNA cluster expressions were reported as piRPM at between (**a**) PRMT8 and TSPAN9; and (**b**) GADD45G and DIRAS2. These loci were reported syntenically conserved in eutherian by Chirn et al., and are respectively listed at (**c**) and (**d**) for comparison. Both human and mouse piRNA clusters are listed. Stage-enriched piRNA clusters from chicken blastodermal cells (BC), primordial germ cells (PGC), embryonic gonads from E11 and E14 (E11G and E14G), and adult testes (AT) are included. The novel syntenically conserved clusters between eutherian and chicken were revealed from our original piRNA datasets from embryonic gonads

### piRNAs from E11 and E14 gonad-enriched piRNA clusters preferentially targeting neural lineage-associated genes

The stage-dependent expression of piRNA precursors from each cluster likely contributes to the changes in piRNA composition during germ cell development. We found that stage-enriched piRNA cluster-derived piRNAs targeted similar TEs, which are predominantly CR1 and ERVL elements (Additional file 3: Table S4). On the other hand, these different stage-enriched piRNAs mapped antisense to a large variety of genes (Additional file 1: Figure S9). We then applied GO enrichment analysis via Enrichr [57] using the piRNA-targeted transcripts for potential functional annotations. Surprisingly, the genes targeted by EG-piRC piRNAs were predominantly expressed in the brain, based on the Mouse Gene Atlas category [57], and were primarily associated with synaptic transmission and neural development based on our gene ontology enrichment analysis (Additional file 1: Figure S10, S11; Additional file 3: Table S4). From the gene list associated with GO term: “positive regulation of nervous system development (GO:0051962)”, we randomly selected several EG-piRC piRNA-targeted genes for expression analysis via RT-qPCR on enriched germ cells of different developmental stages. We found that the expression of these genes decreased in germ cell-enriched samples at E14 gonads compared with earlier developmental stages (Additional file 1: Figure S12). Further investigation revealed that piRNAs associated with these genes were predominantly mapped to the TEs embedded within the gene bodies. Since there was a significant representation of uniquely mapped piRNAs to these TE regions, any potential biases resulting from multiple mapping due to identical sequences have been minimized. Nevertheless, whether a specific subset of TE-embedded genes can indeed be modulated by piRNAs and cause significant biological consequences relies on further functional analysis.

## Discussion

### PIWI/piRNA pathway in chicken and mouse

PIWI family members are known for having stage-specific expression in mouse germline development [10, 33]. *Miwi*, also known as *Piwil1*, is expressed from the pachytene stage of meiosis to the haploid round spermatid; *Mili*, also known as *Piwil2*, is expressed from PGCs to the round spermatid; and *Miwi2*, also known as *Piwil4*, is expressed mainly in quiescent prospermatogonia. However, only the *Piwil1* and *Piwil2* homologous genes, *CIWI* and *CILI*, and not *Piwil4* are annotated in the chicken genome [14]. In this study, the RNA transcripts of *CIWI* and *CILI* were detected in male embryonic gonads after sex differentiation (E8) to spermatogonial formation (E14). *CIWI* and *CILI* transcripts were reported to be detectable in PGCs and adult gonads [14]. These data supported the existence of PIWI/piRNA pathways along chicken germ cell development but also indicated that, unlike in mice, chicken PIWI family genes likely do not exert stage-specific functions.

However, the variations in the length distribution of piRNA candidates, and the gradual loss of the 10A feature conservation in piRNA candidates involved in the ping-pong cycle along germline development, supported the possibility that distinct PIWI/piRNA pathway machineries operate in a stage-dependent manner. Moreover, the dominant expression of *CIWI* from E8G to E14G further implied roles of CIWI in the chicken PIWI/piRNA pathway (Additional file 1: Figure S3). Whether components within a PIWI complex affect PIWI-piRNA binding and processing machineries remains elusive. Our results showed the upregulation of PIWI/piRNA-associated genes, which may be associated with the stage-dependent co-factor composition within PIWI complexes.

### Comparison of the piRNA composition along germ cell developmental timelines between chicken and mouse

Our piRNA-seq analysis revealed changes in piRNA population among BC, cultured E7 PGC, E11 and E14 gonads, and adult testes, which, respectively, correspond to PGC precursors, gonadal PGCs, prospermatogonia, spermatogonia, and mature germ cell population. Since galGal5 chicken genome assembly came from red jungle fowl (origin of domesticated chicken), our “no-mismatch” piRNA candidates analysis pipeline identified piRNA sequences of the wildtype chicken piRNAs prior domestication. We found that the piRNA composition changed from highly TE-associated BC piRNAs to predominantly intergenic region-associated adult testicular piRNAs. Comparatively, emerging studies in mouse germ cell piRNAs have implied a distinctive border for piRNA compositions, which are predominantly TE-associated pre-pachytene piRNAs and predominantly intergenic orientated pachytene piRNAs [13, 58–60]. We observed a similar reduction of TE-associated piRNAs from early to late germ cell development between chickens and mice. Since the PIWI/piRNA pathway may contribute to epigenetic silencing via H3K9me3 and DNA methylation onto the piRNA targeted regions [33, 61], piRNAs expressed in primordial germ cells may silence their host transcripts and may thus reduce the transcription activities from the same region in later germ cells. Interestingly, however, piRNAs from cultured E7PGC and gonads from E11 and E14 showed “in-between” genomic associations with similar representation of TEs and non-TE loci. Since chicken male germ cells enter meiosis after sex maturation approximately 10 weeks after hatching [43], the transition of chicken piRNA compositions from TE-targeting piRNAs to intergenic-associated piRNAs in male germ cells might be a progressive event. Moreover, our analysis showed a significant number of intergenic gonadal piRNAs before entering meiosis, suggesting differences in piRNA-associated TGS machineries between chickens and mice.

It is curious that our piRNA candidate analysis pipeline identified the presence of rRNA and tRNA derived small RNAs at early embryonic stage from the 3′-end modified population after periodate oxidation treatment (Additional file 1, Figure S1). The low number of microRNAs in our 3′-end modification enriched population confirmed the success of oxidation treatment (Additional file 1: Figure S1C, Non-enriched vs. Oxidation Enriched). Our data suggests the presence of rRNAs and tRNAs editing, including methylation. We haven’t been able to obtain direct evidence for 3′-end modification in rRNAs and tRNAs in this study, but 2’-O methylation modifications on rRNA and tRNA have been reported in eukaryotes, including yeast and human. Additionally, other methylation editing may also block the oxidation reaction. The RNA modification information has recently been summarized in RMBase (http://rna.sysu.edu.cn/rmbase/) [62]. Hence, despite RNA modifications in chicken are scarcely studied, the possibility exists that RNA methyltransferase may be highly active in chicken blastodermal cells and leads to 2’-O methylation on rRNA and tRNA, including potentially 3′-end methylation. Alternatively, cleavage of rRNA and tRNA, may also expose 2’-O methylation site at 3′-end, and are therefore included in our 3′-end enriched small RNA population. Further studies may reveal their potential roles in early chicken embryo and germ cell development.

Although our high throughput datasets were generated from multiple chicken breeds, the conclusion of stage-specific piRNA modulation should not be solely attributed to genetic background mediated bias. 

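In the 4 libraries from Leghorn layers (BC1, BC2, E11G2 and E14G2), 2988 of the merged loci were called. With the rule for stage enrichment applied to these libraries alone, 2349 loci (78.6%) were enriched, 1057 in BC, 835 in E11G and 457 in E14G. Of these, 1629 were enriched in the same stage when all 8 libraries were used, 885 in BC, 460 in E11G and 284 in E14G. A further 716 were enriched in E7PGC or in no stage when the other breeds were included. The distance between the 2 BC libraries was 51.0, between E11G2 and E14G2 it was 88.8, and between BC and E11G2 it was 155 and 153. E11G and E14G each have 1 Leghorn library, so their difference has no replicate error within this breed, and E7PGC has none.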

When taking a full set of piRNA sequencing datasets from blastodermal cells (BC1, BC2), E11 (E11G2) and E14 (E14G2) and adult testes (Adult) sequencing results all from Leghorn breed, we confirmed that all of the stage dependent differences we demonstrated in this paper were also observed within the LH breed (Figs. 1a, c, 2a-c, 4c and Additional file 1: Figure S7B). Studies of genomic occupancy profiling such as ChIP-seq and bisulfite genomic sequencing may further elucidate the links between the PIWI/piRNA pathway and epigenetic regulation along chicken germ cell developmental states. The developmental stage-dependent modulation of TE subfamilies and their importance in establishing or maintaining pluripotency have only recently been appreciated [63–65].

### Chicken PIWI/piRNA pathway machineries may exhibit multiple regulatory strategies

According to the distribution of piRNA counts within targeted genes, PIWI/piRNA might regulate their expressions through various mechanisms. In mice, PIWI/piRNAs regulate TE expression through the ping-pong cycle, which amplifies the piRNAs that lead to the rapid post-transcriptional degradation of TE transcripts and/or facilitate histone modification and de novo methylation for repressing TE transcriptions [12, 32, 58, 66]. The recently discovered phased primary piRNA processing mechanism, which is triggered by initial piRNA targeting, can generate a series of downstream, non-overlapping primary piRNAs through the PIWI slicer activity and therefore enrich piRNA pools [67, 68]. Mouse PiRNAs were also reported to be involved in silencing of protein-coding genes via transcript deadenylation or direct transcript targeting, endonucleolitic cleavage and degradation [69–72]. Nevertheless, while piRNAs have a global repressive effect on TEs, piRNA-mediated post-transcriptional regulation may apply to only a small subset of genes [40]. In support of this notion, the moderate expression changes in the piRNA-associated genes, including *EDIL3* and *PIP5K1B*, before and after spermatogonia formation imply minor roles of the PIWI/piRNA pathway in regulating these genes. Interestingly, however, piRNAs mapped to *EDIL3* showed strong ping-pong cycle features and were not restricted specifically to the embedded TEs (Fig. 3; Additional file 1: Figure S6). In contrast, *PIP5K1B* regions produce piRNA candidates mostly from the sense strand centralized around the embedded TEs, whereas few piRNAs mapped to the antisense strand (Additional file 1: Figure S6). This phenomenon resembles the footprint from the piRNA phasing mechanism [73]. Further analysis of the uniquely mapped piRNAs revealed the possibility that a small number of *trans*-acting antisense piRNAs may trigger the piRNA production from the sense-paired transcript via the phasing mechanism (Additional file 1: Figure S6E-H).

### Stage-dependent regulation over piRNA clusters may evolutionarily acquire roles in germ cell development

We observed that more than half of the overall piRNA clusters displayed strong correlations with the germ cell developmental stages. PiRNA profiling analysis in embryonic gonads allowed the discovery of novel conservation of piRNA clusters between chicken and mammalian species. This finding suggests that the earlier conclusion of the lack of conservation of piRNA clusters between eutherian and chicken was mainly due to a lack of information from the prenatal stages [56]. The conservation of piRNA clusters may be stronger than expected, given the stage-dependency features. Apart from the stage-dependent modulation of TE expressions, our data also implied that the piRNAs produced from E11 and E14 gonadal-enriched piRNA clusters may have preferential targeting to genes involved in neural lineage development and functions. The significant drop of expressions of the piRNA-targeted genes in the E14G germ cell-enriched population suggested potential incidence of repressive roles of chicken piRNAs. The delayed response for piRNA targeting and gene suppression may be partially explained by the involvement of piRNA-guided chromatin repression machinery [34, 74].

The potential roles of developmentally enriched piRNA in repressing neural lineage genes may imply a strengthening germ cell fate during a critical period of spermatogonia stem cell formation. When looking closely into the antisense-mapped piRNAs within these genes, we further observed a stronger reciprocal association between the quantity of these piRNAs and the transcripts bearing intragenic TEs of the same direction (Additional file 4: Table S5). It is therefore possible that while piRNAs modulate the intragenic TE components, they also repress the genes bearing identical sequences. This is reminiscent of the recent finding describing suicide shRNAs that repress genes via the off-target mechanism because of sequence similarity [75]. Our ongoing functional analysis would provide further evidence of how selected genes are specifically targeted by stage-dependent piRNAs while the other genes associated with piRNAs may not receive biologically significant repression. Previous researches have reported that spermatogonial stem cells (SSCs) may regain pluripotency in response to inductive culture condition and adapt a different cell fate including neuron-like cells [76–81]. This suggests that repression of these genes in SSCs is likely reversible. Nevertheless, whether the PIWI/piRNA pathway activities in chicken gonocytes contribute to the establishment of such reversible epigenetic states remains elusive. This will be worth investigating with respect to piRNA-mediated histone modification (H3K9me3) and DNA methylation profiling.

## Conclusions

In this report, we investigated the changes in piRNA compositions in different chicken germ cell developmental stages and explored potential roles of PIWI/piRNA pathways in modulating different stages of germ cell development. We showed a progressive transition of piRNA compositions from TE to intergenic association. Additionally, we showed that piRNAs may be involved in modulating stage-dependent TE expression. Our investigation of the stage-dependent activities of piRNA clusters implied stage-dependent roles in modulating germline development. Unexpectedly, we revealed the potential evolutionary conservation of piRNA clusters between chickens and eutherian mammals.

## Methods

### Animals and tissue sample collection

The fertilized eggs of Cobb500 broiler (*Gallus gallus*) and Leghorn chickens were provided by Taiwan Chunky G.P. Farm Co. and Animal Health Research Institute, Council of Agriculture, Executive Yuan, Taiwan, respectively. Fertilized eggs were incubated at 37.5 °C under 50–60% relative humidity. The protocol has been reviewed and approved by the Institutional Animal Care and Use Committee at National Taiwan University (NTU-100-EL-55; NTU-101-EL-116). For high-throughput small RNA sequencing, samples E11G1 and E14G1 were collected from eggs of the Cobb500 broiler, samples BC1, BC2, E11G2, and E14G2 were collected from eggs of Leghorn layer. For strand-specific mRNA sequencing and quantitative RT-PCR, samples were collected from eggs of JA57 broiler and Leghorn chicken, respectively. Blastoderms were collected from non-incubated eggs. PGCs were isolated from E3 and E7 embryos of the Arbor Acres broiler (*Gallus gallus*) purchased from Chu Lin Farm Co., Ltd., Taiwan. Male gonads were dissected from chicken embryos incubated ranging from 8 days (E8, HH34) to 14 days (E14, HH40) for germ cell isolation. Samples were processed for total and small RNA isolation by TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) and miRNeasy Mini Kit (Qiagen, Valencia, CA, USA), respectively, according to the manufacturers’ instructions. A full set of data solely from Leghorn layer has been extracted from blastodermal cells (BC1, BC2), E11 (E11G2) and E14 (E14G2) and adult testes (Adult) sequencing results to confirm the conclusion.

### High-throughput next-generation sequencing of 3′-end-2’O-methylated small RNAs

RNA extracted from 10 to 15 blastodermal embryos, cultured E7 PGC, 8–10 E11 left-side embryonic gonads, and 8–10 E14 left-side embryonic gonads were preceded for small RNA-sequencing and strand-specific total RNA-sequencing (ssRNA-seq). The quality and concentration of RNA samples were determined using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The RNA integrity numbers (RIN) of all our total RNA samples were between 9.9 and 10.0, which indicates minimized RNA degradation induced complication. Small RNA-seq libraries were constructed using the Illumina TruSeq Small RNA sample preparation kit (Illumina, San Diego, CA, USA). For piRNA enrichment, small RNA samples were oxidized by NaIO_4_ before library construction as described (Additional file 1: Figure S1A) [82]. We used the same oxidation treatment protocol that was applied by Li et al. for the adult testes sample preparation [49]. After adaptor ligation, the small RNA libraries were reverse transcribed, followed by amplification through 15 PCR cycles. Sequencing was performed using either an Illumina MiSeq (for E11G1 and E14G1) or an Illumina Solexa Platform (Illumina, San Diego, CA, USA, for BC1, BC2, E7PGC1, E7PGC2, E11G2, E14G2), with read length setting of 50 bp and 75 bp, respectively. Details for ssRNA-seq analysis are described below.

### Bioinformatic filtering for piRNA candidates

Periodate oxidation-treated small RNA-seq datasets for blastodermal cells, E7 PGCs, E11 and E14 gonads were generated in our laboratory. We also obtained the oxidized small RNA sequencing for adult testes (GSM1096613) from Li et al. [49]. For all in-house generated small RNA-seq, we applied adaptor trimming via cutadapt [83] with a 3′ adaptor sequence “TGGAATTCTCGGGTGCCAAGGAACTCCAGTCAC” and parameters -m 15 -M 45 to restrict a small RNA size for the follow-up analysis. We applied FastQC [84] to identify adaptor sequences to be trimmed by cutadapt for adult testes small RNA-seq. Adaptor-trimmed small RNA reads were mapped to the galGal5 genome via Tophat2 (v2.0.12) [85], with parameters -g 1 -N 0 --read-gap-length 0 --read-edit-dist 0 --read-realign-edit-dist 0 --max-insertion-length 0 --max-deletion-length 0, to filter out non-chicken reads and reads containing indels or mismatches (Additional file 1: Table S1). We used chicken galGal5 Refseq transcriptome obtained from UCSC genome browser [86, 87] as the splice junction database to identify reads spanning splice junctions. For stringent piRNA candidate selection, we removed reads mapping to galGal5 rRNA and tRNA sequences from Rfam [88] and Ensembl database (release 87) [89], then to chicken miRNA precursors from miRBase (release 19) [90] and predicted novel miRNA precursors identified via miRDeep (v2.0.0.7; default parameter setting), with parameters -n -c -j -l 18 -m -p [91]. We applied Bowtie (v 1.1.1) [92] with parameters allowing no mismatches for identifying miRNAs with complete sequence match. Finally, we reckoned sequencing reads with 24–34 nt as piRNA candidates (Additional file 1: Figure S1B).

### Strand-specific RNA-seq analysis

We constructed strand-specific paired-end mRNA sequencing for blastodermal cells and E11 and E14 gonads following Illumina TruSeq stranded total RNA sample preparation with 12 PCR-cycle amplification, and then sequenced via Illumina HiSeq sequencing system, with read length setting to 100 bp. 

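RNA from JA57 broilers was sequenced in 6 libraries, 2 each from BC, E11G and E14G. The authors deposited 1 table with the FPKM of 42501 transcripts in each library, scaled across libraries by their cuffnorm run. The sum of FPKM over all transcripts ranged from 709358 in the first E11G library to 1050326 in the first BC library, and the 10 most abundant transcripts took up between 25.6% and 39.5% of it. The table holds no read counts, so the sequencing depth behind each value is unknown. With the paper's threshold of at least 1 FPKM, 22368 transcripts were expressed in at least 1 library, and between 16588 and 18594 were expressed in a single library. At 5 FPKM the number expressed in at least 1 library was 13755. Across transcripts, which are not independent replicates, the Spearman correlation was 0.965 between the E11G libraries, 0.957 between the E14G libraries and 0.979 between the BC libraries. Between E11G and E14G it ran from 0.940 to 0.958. The first E11G library held 14 transcripts from chromosome W at 1 FPKM or more that were under 0.1 FPKM in each of the other gonad libraries. Changes between stages were tested with limma on log2(FPKM + 1) with all 6 libraries in the model. A gene symbol could be assigned to 6919 transcripts.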

The raw RNA-seq reads were curated by trimming adaptors and low score reads, followed by genomic mapping using Tophat2 (v2.0.12) [85] with standard settings for paired-end sequencing. We applied reference guided sequence assembly using Cufflinks (v2.2.1) [93, 94] with default parameters, followed by merging transcriptome assemblies and filtering out potential isoforms. We then annotated the merged contigs based on galGal5 Refseq and Ensembl databases (release 90). Gene expression quantification for each dataset was calculated based on the merged transcriptome annotations, including novel transcripts.

### piRNA cluster analysis

We adapted proTRAC (v2.0.5) and reconfigured it to allow the discovery of dual-stranded piRNA clusters, in addition to single- and bi-directional piRNA clusters [95]. For cross-stage comparison, we merged the piRNA clusters in each profile based on their genomic position. Considering that the transcriptional activities between an expressing piRNA precursor and its sense-overlapping expressing mRNA precursor may not be distinguishable by sequencing information, because both precursors are transcribed via RNA Pol II [96], we extended a candidate piRNA cluster to cover its overlapping transcripts with FPKM > = 1 in at least one in-house RNA-seq dataset (Additional file 1: Figure S8). The expressions of piRNA clusters were measured as the number of piRNA reads per kilobase per million reads (piRPKM) for cross-sample comparison. Data analyses including multidimensional scaling, Heatmap [97], and violin plots [98] were conducted via R [99].

### PGC isolation and in vitro culture

Circulating PGCs (cPGCs) were derived from embryonic blood of E3 embryo (HH15–16), initiated by seeding approximately 2 μL of blood in 48-well plates with 300 μL of FAcs medium [100]. Gonadal PGCs (gPGCs) were derived from E7 embryonic gonads (HH28–30), initiated by seeding homogenized embryonic gonads in 500 μL of FAcs medium in 24-well plates as described [100]. Every 2 days, one-third of the total medium was changed with fresh medium until reaching > 70% confluence. Suspending cells were collected and subcultured in larger wells. One million cells were obtained by in vitro PGC cultures for approximately 1 month for both cPGCs and gPGCs, which were subjected to further RNA isolation processing. PGC cultures were maintained at 37.5 °C incubator with 5% CO_2_ supply.

### Germ cell purification from E11 and E14 embryonic gonads

We harvested male gonads from E11 and E14 embryos. For one batch of purification of the same stage, we pooled approximately 40 E11 embryonic male gonads or approximately 30 E14 embryonic male gonads. The pooled gonads of the same stage were homogenized by Gibco™ 0.25% trypsin-EDTA (Thermo Fisher Scientific, Waltham, MA, USA) treatment at 37 °C for 6 min. The homogenized cells were filtered through 70 μm Falcon™ Cell Strainers (Thermo Fisher Scientific, Waltham, MA, USA); resuspended in DMEM with 1% FBS and 1 mM EDTA supplement at approximately 6 × 10^6^ cells per 150 mm tissue culture treated dish; and then placed in an incubator (37.5 °C, 5% CO_2_) for 4 h. Germ cell-enriched populations (suspension) and germ-depleted populations (adherent) were collected separately and dissolved in TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) for RNA extraction. We kept a small portion of the sample to check for germ cell enrichment efficiency via immunofluorescent staining.

### Immunocytochemistry

We applied immunofluorescent staining to evaluate the germ cell enrichment efficiency. Cells were loaded onto slides, fixed (4% PFA in PBS) for 20 min at room temperature, quenched (10 mM Tris pH 7.5, 50 mM KCl, 20 mM EDTA) for 5 min, permeabilized (0.1% Saponin in PBS) for 5 min, with PBS wash in each step. Samples were blocked (1% BSA in PBS) overnight at 4 °C. The cells were incubated at room temperature with primary anti-CVH antibody (#9C4-2E4; Biotem, Apprieu, France) at 1:1000 dilution in 1% BSA for 1 h, washed several times with PBS, and then incubated with secondary goat anti-mouse DyLight® 594 antibody (#ab96873; Abcam, Cambridge, MA, USA) at 1:10000 dilution in 1% BSA for 1 h. We then applied Hoechst 33,342 nucleic acid staining (Thermo Fisher Scientific, Waltham, MA, USA) at 1:10000 dilution in 1% BSA for 5 min. After several washes, samples were mounted and stored at − 20 °C. Fluorescent images were observed under a fluorescence microscope. Germ cell-enriched populations with isolation efficiency above 80% were used for the subsequent expression analysis via RT-qPCR.

### RT-qPCR primer design

All in-house developed primers were designed via Primer3 [101, 102] against gene or transcript sequences obtained from UCSC genome browser [86, 87]. For the design of primers against chicken LINE sequences, we obtained 10 longest sequences for each of CR1-B to CR1-H from the galGal5 genome sequence, and then identified consensus sequences via R-packages [99] for Multiple Sequence Alignment (msa) [103] and Biological Sequences Retrieval and Analysis (seqinr) [104]. Primer target specificity was validated via in-silico PCR in UCSC genome browser [87].

### Total RNA isolation from enriched germ cells and reverse transcription real-time PCR (RT-qPCR)

For total RNA extraction, equal volume of ethanol was added to a sample in TRIzol, and then loaded onto a filter column provided by the miRNeasy Mini Kit (Qiagen, Valencia, CA, USA). The RNA extraction protocol was then performed according to the manufacturers’ instruction, with the exception of two-time DNase treatments (once on-column, and once prior to cDNA synthesis) to ensure minimal DNA contamination. One microgram (1 μg) of extracted RNAs was reverse transcribed according to instructions provided by the Invitrogen™ SuperScript® III First-Strand Synthesis System (Thermo Fisher Scientific, Waltham, MA, USA). The temperature settings for reverse transcription were 5 min at 25 °C, 60 min at 50 °C, and 15 min at 70 °C, and the samples were then chilled on ice. For qPCR, KAPA SYBR® FAST qPCR Master Mix (Kapa Biosystems, Wilmington, MA, USA) was used, followed by real-time PCR in Roche Light Cycler® 480II for 10 min 95 °C preheat, then 40 PCR cycles of 10 s at 95 °C, 10 s at 50 °C, and 10 s at 70 °C. The primers used for qPCR are listed in Additional file 1: Table S6.

## Additional files

Additional file 1: **Figure S1.** High-confidence piRNA candidate identification pipeline. **Figure S2.** Examination of germ cell isolation efficiency using immunocytochemistry. **Figure S3.** Expression of potential spermatogonial stem cell (SSC) markers and genes encoding PIWI/piRNA pathway components in embryonic germ cells. **Figure S4.** Scheme for assessing ping-pong cycle piRNAs. **Figure S5.** Genomic association for piRNA candidates at each stage at a specific piRNA length. **Figure S6.** PiRNA distribution at the associated transcripts that reciprocally expressed compare to the quantity of mapped piRNAs (EDIL3, ANGPTL2, and PIP5K1B). **Figure S7.** PiRNA cluster analysis results. **Figure S8.** Schematic presentation of merging piRNAs from multiple stages. **Figure S9.** Venn diagram of number of transposable elements (TEs) and genes targeted by piRNAs from stage-enriched piRNA clusters. **Figure S10.** Stage-enriched piRNA clusters may contribute to stage-dependent regulatory roles. **Figure S11.** Ontology analysis of gene sets targeted by piRNAs from stage-enriched piRNA clusters under Enrichr: GO Biological Process 2015 category. **Figure S12.** Expression analysis via RT-qPCR on piRNA targeted genes associated with neural development. **Table S1.** Bioinformatic filtering results from high-confidence piRNA identification pipeline. **Table S2.** Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are differentially associated between E11G and E14G piRNAs. **Table S3.** Number of clusterable piRNAs before and piRNA cluster boundaries after adjustment. **Table S4.** Genes and TEs targeted by stage-enriched piRNA cluster-derived piRNAs. **Table S5.** Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are highly associated with piRNAs enriched in embryonic (E11 and E14) gonadal piRNA clusters (EG-piRC). **Table S6.** RT-qPCR primer sets.

Additional file 2: **Table S2.** Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are differentially associated between E11G and E14G piRNAs.

Additional file 3: **Table S4.** Genes and TEs targeted by stage-enriched piRNA cluster-derived piRNAs.

Additional file 4: **Table S5.** Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are highly associated with piRNAs enriched in embryonic (E11 and E14) gonadal piRNA clusters (EG-piRC).

## Abbreviations

1U: Enriched uracil at the 1st nucleotide
10A: Enriched adenine at the 10th nucleotide
AT: Adult testes
AT-piRISC: Adult testes-enriched piRNA cluster
BC: Blastodermal cell
BC-piRC: BC-enriched piRNA cluster
CR1: Chicken repeat 1 element
E11G: Embryonic day 11 gonads
E14G: Embryonic day 14 gonads
E7PGC: Cultured PGCs from E7 gonads
EG-piRC: E11 and E14 gonadal-enriched piRNA cluster
GO: Gene ontology
H3K9me3: Tri-methylation on histone H3 lysine 9
HH: Hamburger–hamilton stages
LINE: Long interspersed nuclear element
LTR: Long terminal repeats
PCR: Polymerase chain reaction
PGC: Primordial germ cell
PGC-piRC: PGC-enriched piRNA cluster
piRISC: piRNA induced silencing complex
PTGS: Post-transcriptional gene silencing
SSC: Spermatogonial stem cell
TE: Transposable element
TGS: Transcriptional gene silencing

# Supplementary material for: Stage-dependent piRNAs in chicken implicated roles in modulating male germ cell development
**Source:** BMC Genomics. 2018 Jun 1;19:425. doi: 10.1186/s12864-018-4820-9
**Supplement:** Supplementary file 1 — Figure S1. High-confidence piRNA candidate identification pipeline. Figure S2. Examination of germ cell isolation efficiency using immunocytochemistry. Figure S3. Expression of potential spermatogonial stem cell (SSC) markers and genes encoding PIWI/piRNA pathway components in embryonic germ cells. Figure S4. Scheme for assessing ping-pong cycle piRNAs. Figure S5. Genomic association for piRNA candidates at each stage at a specific piRNA length. Figure S6. PiRNA distribution at the associated transcripts that reciprocally expressed compare to the quantity of mapped piRNAs (EDIL3, ANGPTL2, and PIP5K1B). Figure S7. PiRNA cluster analysis results. Figure S8. Schematic presentation of merging piRNAs from multiple stages. Figure S9. Venn diagram of number of transposable elements (TEs) and genes targeted by piRNAs from stage-enriched piRNA clusters. Figure S10. Stage-enriched piRNA clusters may contribute to stage-dependent regulatory roles. Figure S11. Ontology analysis of gene sets targeted by piRNAs from stage-enriched piRNA clusters under Enrichr: GO Biological Process 2015 category. Figure S12. Expression analysis via RT-qPCR on piRNA targeted genes associated with neural development. Table S1. Bioinformatic filtering results from high-confidence piRNA identification pipeline. Table S2. Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are differentially associated between E11G and E14G piRNAs. Table S3. Number of clusterable piRNAs before and piRNA cluster boundaries after adjustment. Table S4. Genes and TEs targeted by stage-enriched piRNA cluster-derived piRNAs. Table S5. Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are highly associated with piRNAs enriched in embryonic (E11 and E14) gonadal piRNA clusters (EG-piRC). Table S6. RT-qPCR primer sets.

[Figure S1. High-confidence piRNA candidate identification pipeline. 2](#_Toc510963989)

[Figure S2. Examination of germ cell isolation efficiency using immunocytochemistry. 3](#_Toc510963990)

[Figure S3. Expression of potential spermatogonial stem cell (SSC) markers and genes encoding PIWI/piRNA pathway components in embryonic germ cells. 4](#_Toc510963991)

[Figure S4. Scheme for assessing ping-pong cycle piRNAs. 5](#_Toc510963992)

[Figure S5. Genomic association for piRNA candidates at each stage at a specific piRNA length. 6](#_Toc510963993)

[Figure S6. PiRNA distribution at the associated transcripts that reciprocally expressed compare to the quantity of mapped piRNAs (EDIL3, ANGPTL2, and PIP5K1B). 7](#_Toc510963994)

[Figure S7. PiRNA cluster analysis results. 8](#_Toc510963995)

[Figure S8. Schematic presentation of merging piRNAs from multiple stages. 9](#_Toc510963996)

[Figure S9. Venn diagram of number of transposable elements (TEs) and genes targeted by piRNAs from stage-enriched piRNA clusters. 10](#_Toc510963997)

[Figure S10. Stage-enriched piRNA clusters may contribute to stage-dependent regulatory roles. 11](#_Toc510963998)

[Figure S11. Ontology analysis of gene sets targeted by piRNAs from stage-enriched piRNA clusters under Enrichr: GO Biological Process 2015 category. 12](#_Toc510963999)

[Figure S12. Expression analysis via RT-qPCR on piRNA targeted genes associated with neural development. 13](#_Toc510964000)

[Table S1. Bioinformatic filtering results from high-confidence piRNA identification pipeline. 14](#_Toc510964001)

[Table S2. Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are differentially associated between E11G and E14G piRNAs. 15](#_Toc510964002)

[Table S3. Number of clusterable piRNAs before and piRNA cluster boundaries after adjustment 16](#_Toc510964003)

[Table S4. Genes and TEs targeted by stage-enriched piRNA cluster-derived piRNAs 17](#_Toc510964004)

[Table S5. Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are highly associated with piRNAs enriched in embryonic (E11 and E14) gonadal piRNA clusters (EG-piRC). 17](#_Toc510964005)

[Table S6. RT-qPCR primer sets 18](#_Toc510964006)

[References 16](#_Toc502695714)

Figure S1. High-confidence piRNA candidate identification pipeline.

**(A)** Oxidation enrichment for 3’-end 2’-O-methylated chicken piRNAs followed by adaptor ligation for small RNA sequencing. **(B)** Bioinformatic pipeline for identifying high-confidence piRNA candidates from oxidation-treated small RNA-seq samples. Reads are hierarchically filtered out rRNA/tRNA, miRNA, and miRDeep2 predicted miRNAs. Reads within 24-34nt are considered high-confidence piRNAs. **(C)** Proportion of chicken small RNA types with and without oxidation enrichment treatment. Germ cell developmental stages included blastodermal cells (BC), E7 primordial germ cells (E7PGC), E11 gonads (E11G), E14 gonads (E14G), and adult testes acquired from GSM1096613.

s
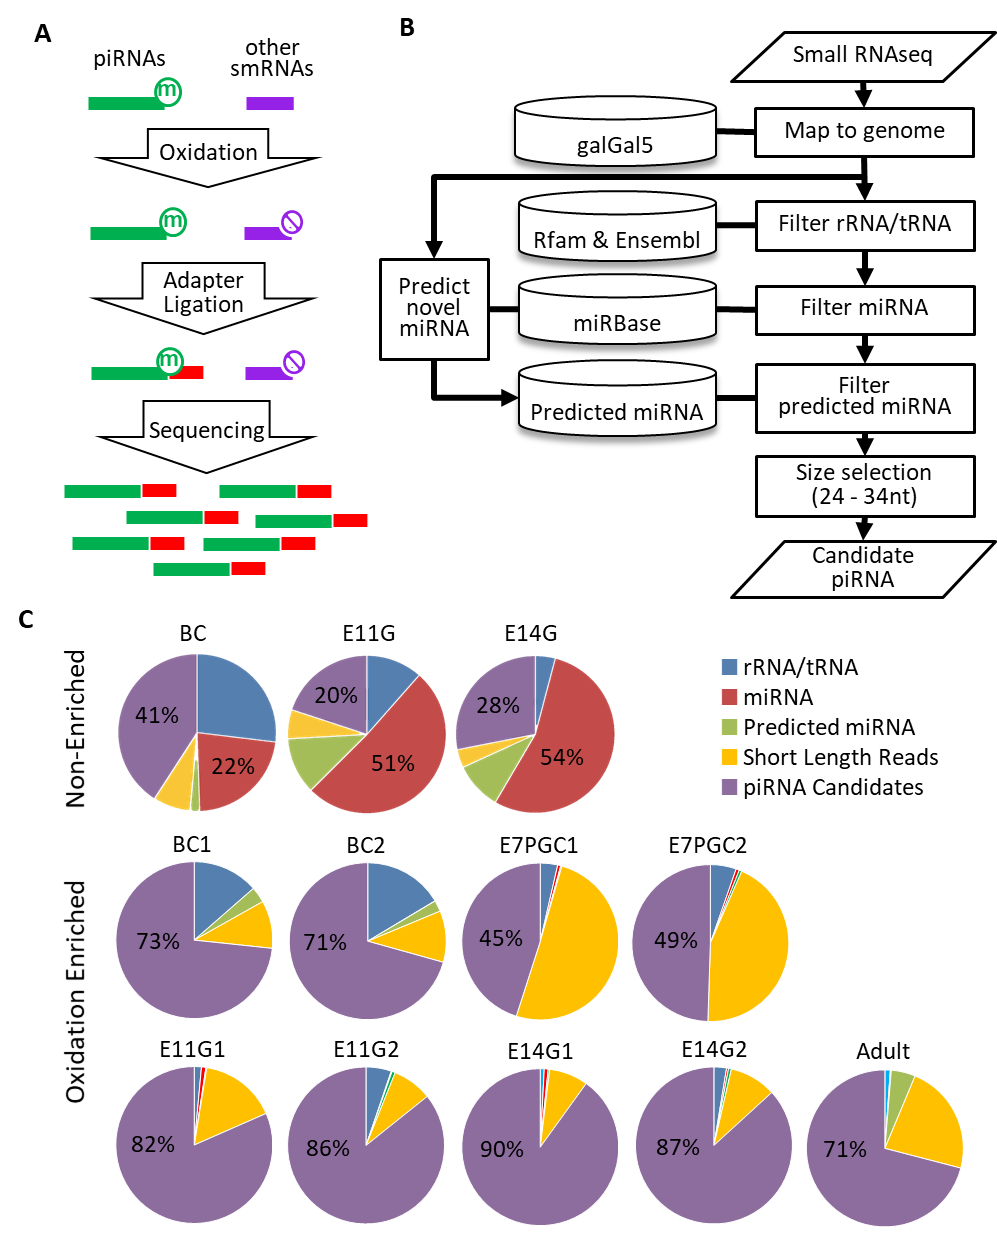

Figure S2. Examination of germ cell isolation efficiency using immunocytochemistry.

Immunocytochemistry staining against chicken germ cell marker CVH (VASA) for evaluating germ cell enrichment efficiency on E11G and E14G. Hoechst 33342 was used for nuclear staining. Germ cell-enriched populations with isolation efficiency above 80% were used for the subsequent expression analysis via RT-qPCR.

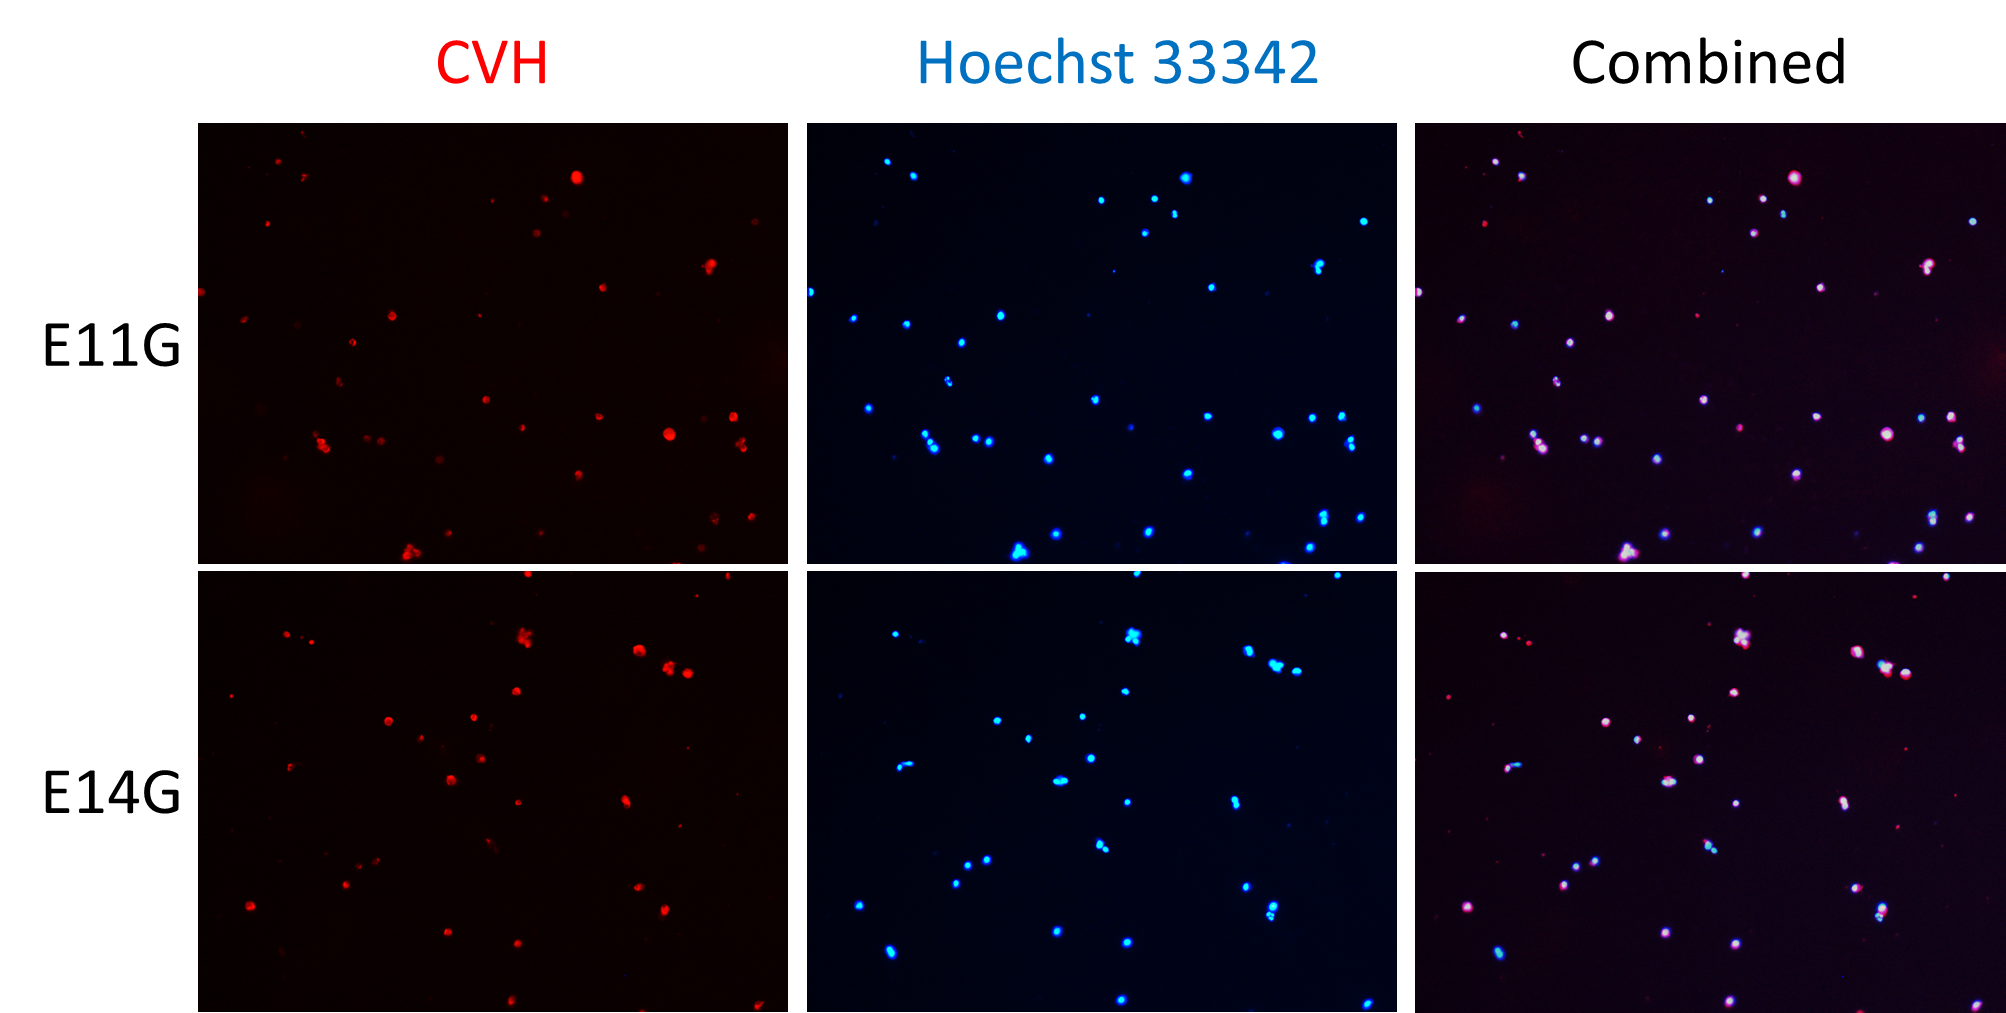

Figure S3. Expression of potential spermatogonial stem cell (SSC) markers and genes encoding PIWI/piRNA pathway components in embryonic germ cells.

Germ cells from E8 to E14 male gonads were freshly enriched for the gene expression analysis. **(A)** Relative expression levels of germ cell-associated genes, and **(B)** PIWI pathway related genes, were examined by quantitative RT-qPCR. Expression of spermatogonia markers, THY1, GFRA1, and DAZL, are detected in enriched male germ cells from embryonic day 8 onwards. Repression of pluripotent marker BLIMP1 and progressive increase of CVH correlated well with advanced male germ cell development. Strong expressions of PIWI/piRNA genes, including PIWIL1 (CIWI), PIWIL2 (CILI), GPAT2, TDRD1, TDRD9, MAEL, and GASZ, supported the active PIWI/piRNA pathway in germ cell-enriched population from E8 to E14 gonads. Each data point represents the average of at least three independent experiments (N>=3), in which 60-80 male gonads were harvested for germ cell isolation for each batch.

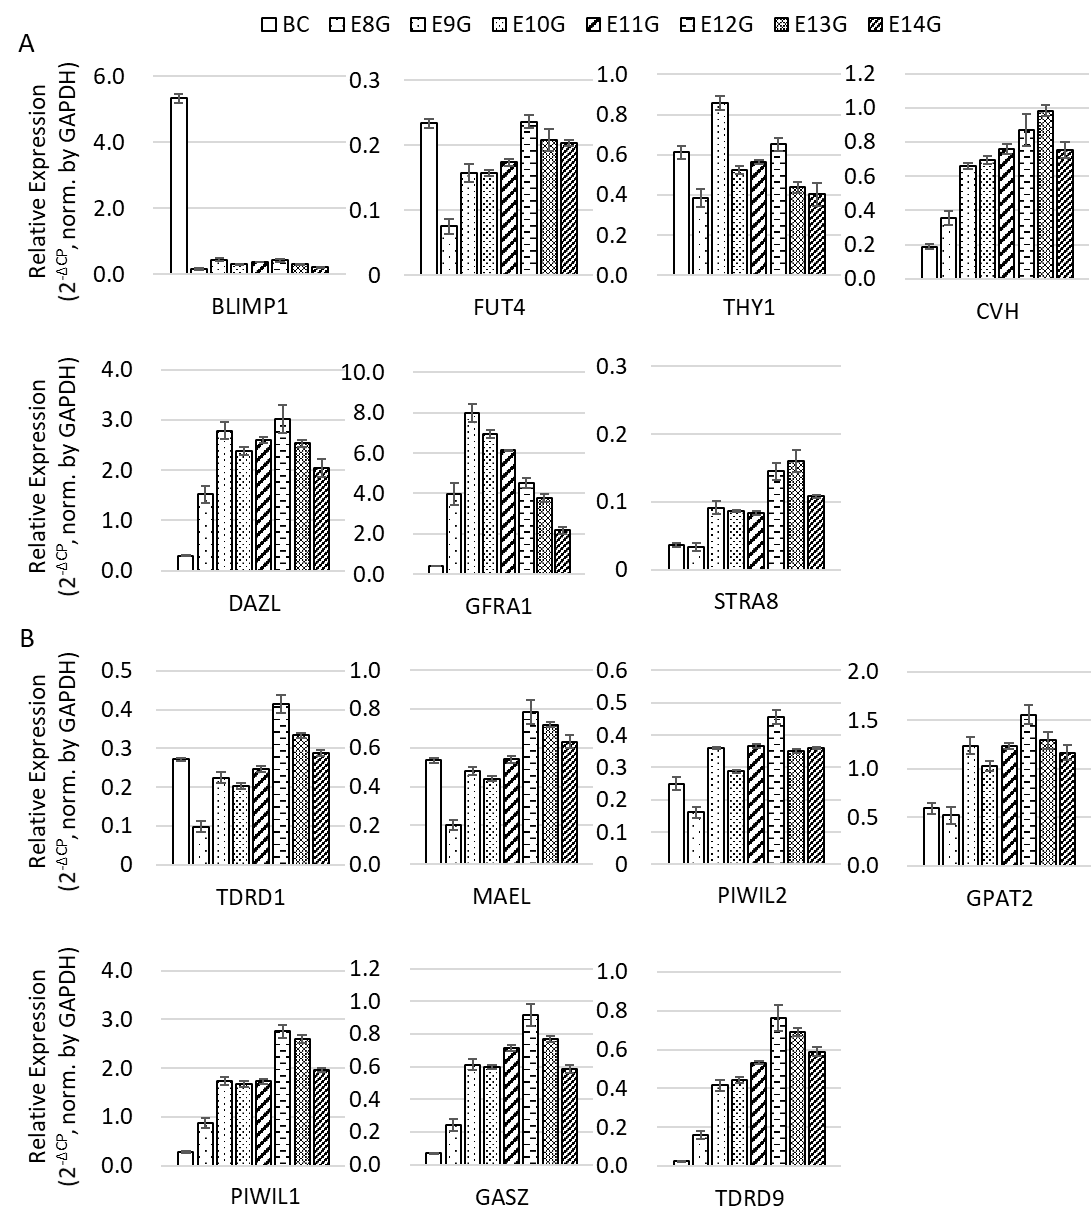

Figure S4. Scheme for assessing ping-pong cycle piRNAs.

PiRNA served as a guiding sequence for targeting in the piRNA-mediated transcriptional silencing, including the ping-pong cycle. Since PIWI mediated cleavage occurs at the 5’ 10 bp region, a pair of ping-pong piRNA reads must be mapped to the same genomic region with 5’ antisense overlapping. We therefore use these features in our bioinformatic pipeline to identify “ping-pong cycle derived piRNAs” for further analysis.

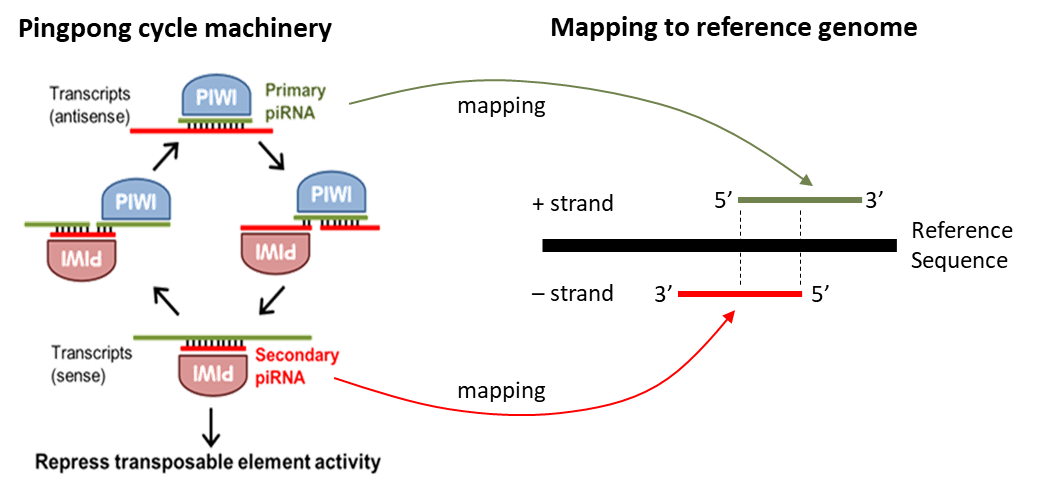

Figure S5. Genomic association for piRNA candidates at each stage at a specific piRNA length.

Genomic association of the shorter (24~25 nt; **A**), or longer (28 nt; **B**) piRNAs from each developmental stage. The shorter and longer piRNAs are particularly enriched in adult testes and blastodermal cells, respectively.

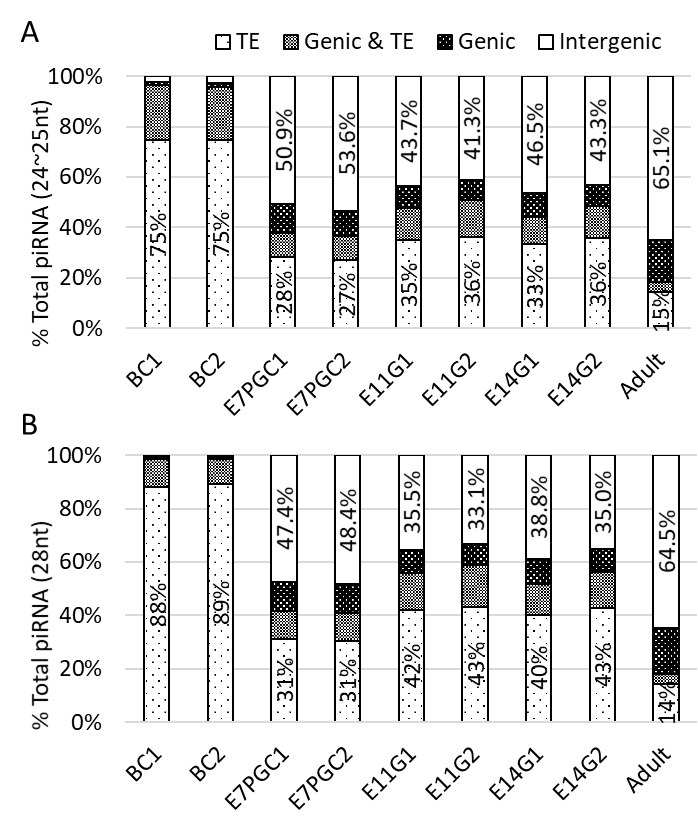

Figure S6. PiRNA distribution at the associated transcripts that reciprocally expressed compare to the quantity of mapped piRNAs (EDIL3, ANGPTL2, and PIP5K1B).

**(A)** PiRNA reads of individual target transcripts were calculated according to genomic location at either exon or intron of the transcripts. **(B)** Proportion of PiRNA reads associated with repeat element (black) and ping-pong cycle signature (grey), in the context of their association with candidate genes of interest. Genomic mapping of piRNAs onto **(C, D)** EDIL3; **(E, F)** ANGPTL2; and **(G, H)** PIP5K1B are shown with respect to E11G and E14G samples. The landscape of piRNA reads of entire (upper panel) and partial transcripts (bottom panel) were shown as bar charts. The vertical axis shows piRNA read counts at the sense and antisense directions according to the respective gene. The sketch map of the relative locations of TEs is indicated by arrows in the bottom of each panel.

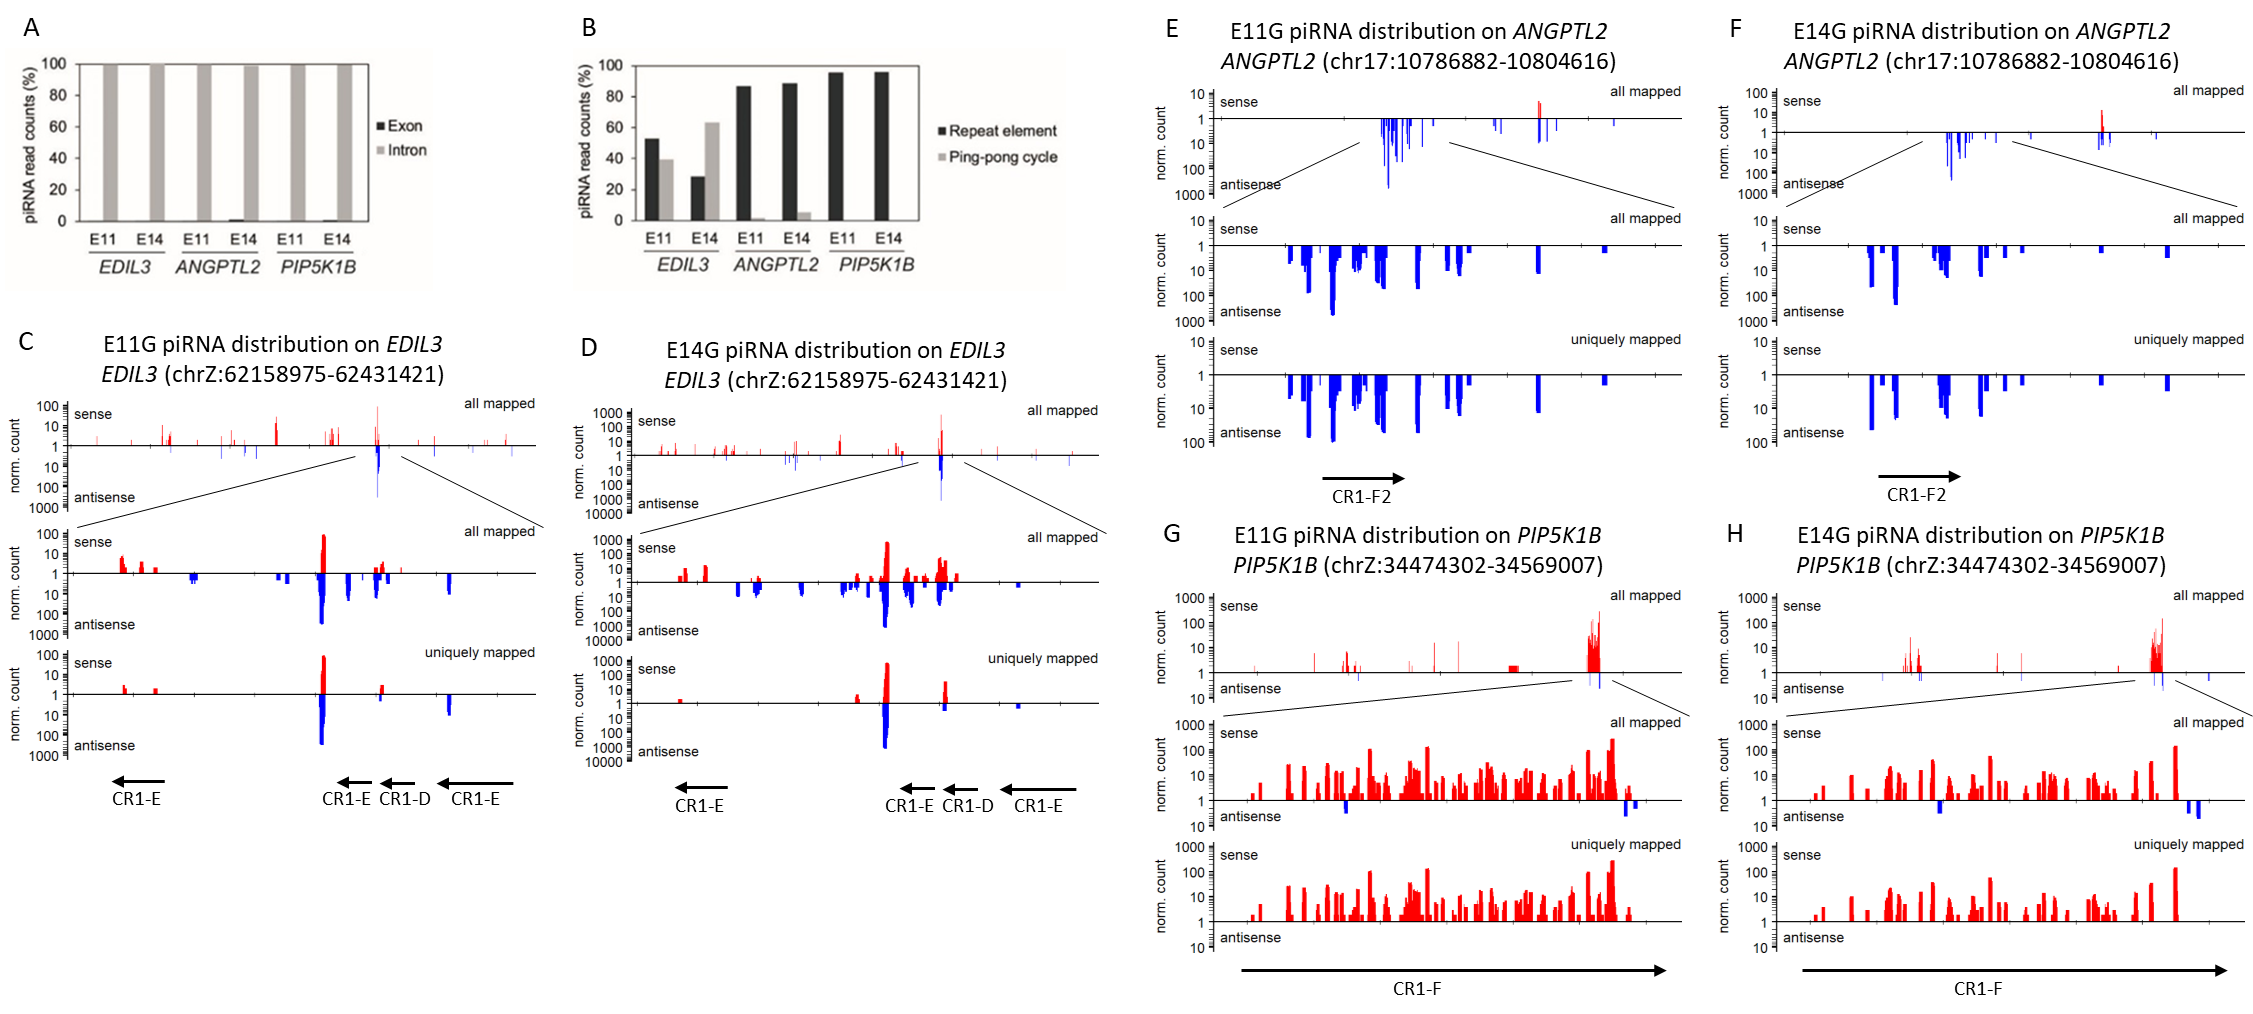

Figure S7. PiRNA cluster analysis results.

**(A)** Length distribution of piRNA clusters, at a minimum length setting of 3 kb, and p-value less than 0.05. PiRNA cluster loci boundaries are adjusted across samples and gonadal RNA-seq transcriptome assembly (see METHOD). The number of piRNA clusters identified in each sample is recorded, as indicated in brackets. A total of 7269 clusters are identified after adjustment. **(B)** Heatmap for piRNA cluster expression in each sample. Expression is calculated by piRNAs per million reads per Kb (piRPKM). The clustering method in Figure S7B is the “Ward’s hierarchical agglomerative clustering method” [1] implemented as ward.D in R.

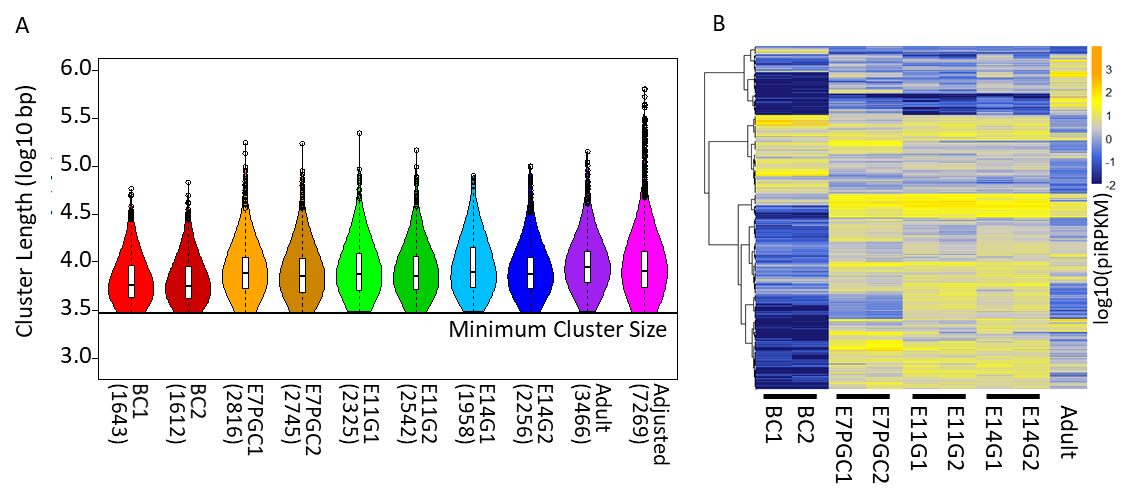

Figure S8. Schematic presentation of merging piRNAs from multiple stages.

PiRNA clusters from different stages are merged if they occupy overlapping genome locations. PiRNA cluster boundaries are adjusted by the overlapping transcripts with FPKM >= 1. This process standardizes piRNA clusters for cross-stage comparison.

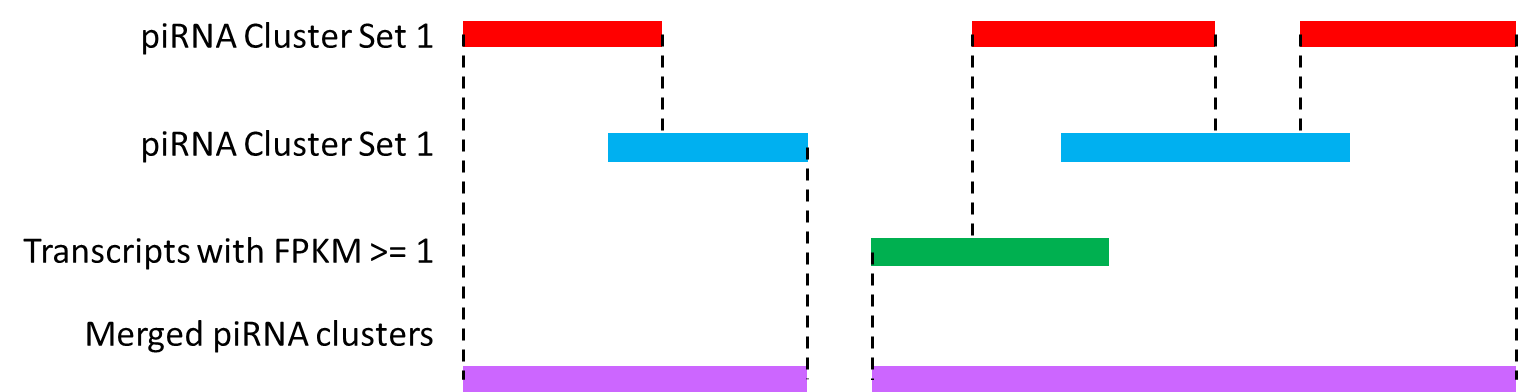

Figure S9. Venn diagram of number of transposable elements (TEs) and genes targeted by piRNAs from stage-enriched piRNA clusters.

**(A)** Among the TE families targeted by piRNAs, most of them were targeted by piRNAs from several developmental stages. The pie chart denotes the proportion of TEs being targeted by piRNAs, where CR1 and ERVL are predominantly targeted. Because TEs are highly repeated sequences occupying multiple genomic loci, TEs targeted by piRNAs by at least 100 piRPM are deemed potentially targeted by piRNAs. **(B)** Hundreds of piRNA associated genes from each developmental stage studied, may be targeted by piRNAs in a stage-dependent manner. Stage-enriched piRNA clusters from blastodermal cells (BC), primordial germ cells (PGC), embryonic gonads from E11 and E14 (EG), and adult testes (AT) are included. Genes targeted by piRNAs by at least 10 piRPM are deemed potentially targeted by piRNAs.

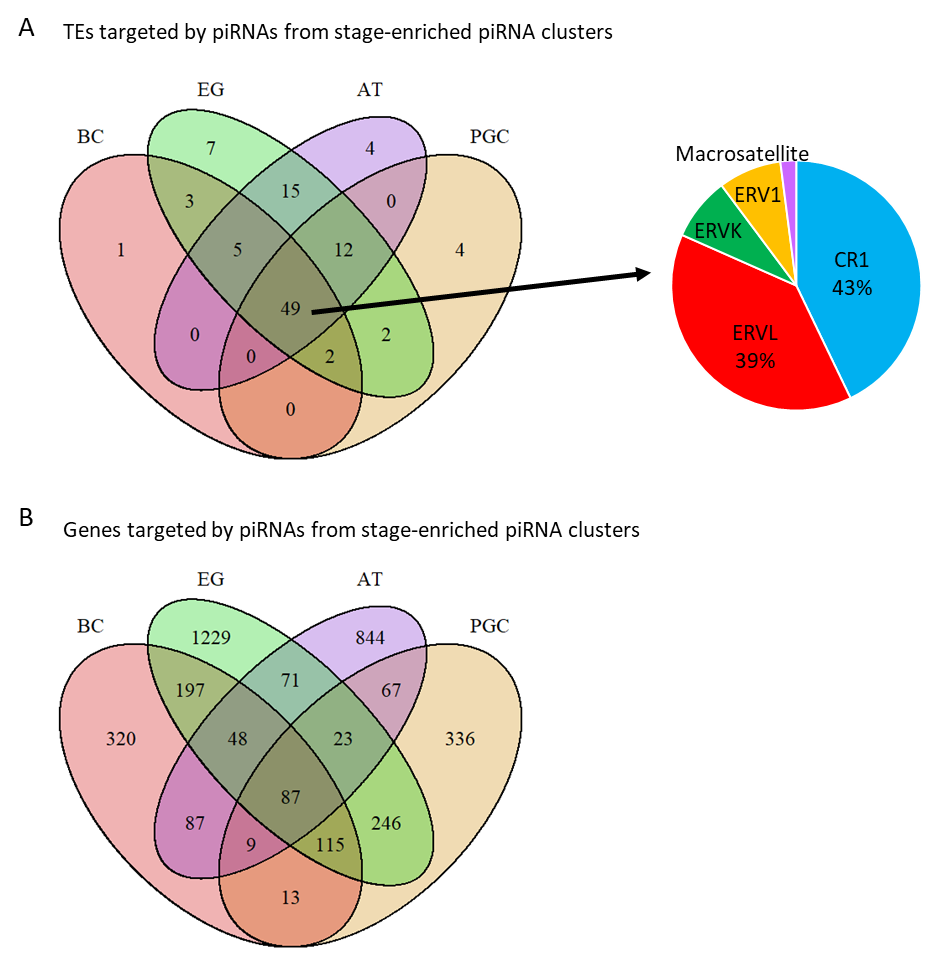

Figure S10. Stage-enriched piRNA clusters may contribute to stage-dependent regulatory roles.

**(A)** Enrichment results against gene sets under Enrichr: Mouse Gene Atlas category. **(B)** Enrichment results against gene sets under Enrichr: GO Biological Process 2015 category, focused on genes targeted by EG-piRC originated piRNA candidates. The Enrichr score is the combined score from the Enrichr website, described as the “multiplication of log of p-value from Fisher exact test and z-score of deviation from expected rank” [2]. The cutoff line represents a p-value = 0.05, high Enrichr score correspond with low p-value. PiRNAs derived from stage-enriched piRNA clusters from blastodermal cells (BC-piRC), primordial germ cells (PGC-piRC), embryonic gonads from E11 and E14 (EG-piRC), and adult testes (AT-piRC) are included.

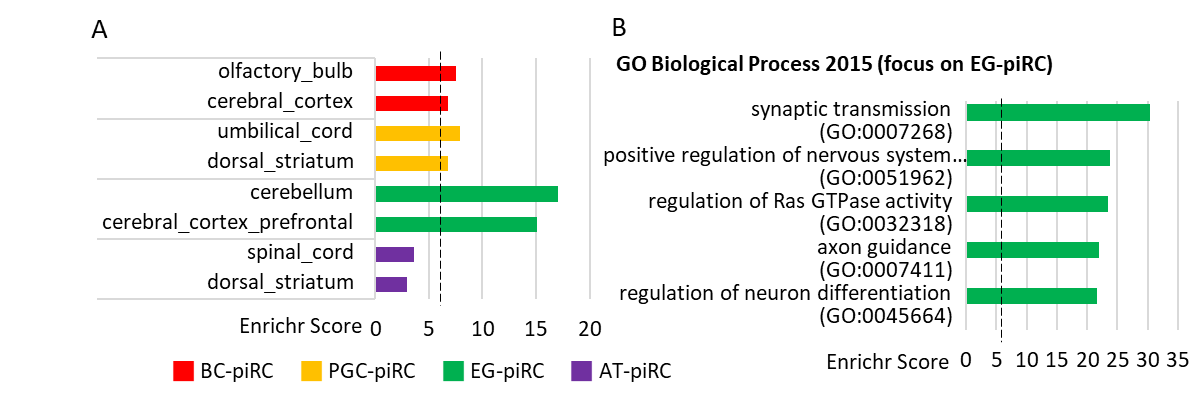

Figure S11. Ontology analysis of gene sets targeted by piRNAs from stage-enriched piRNA clusters under Enrichr: GO Biological Process 2015 category.

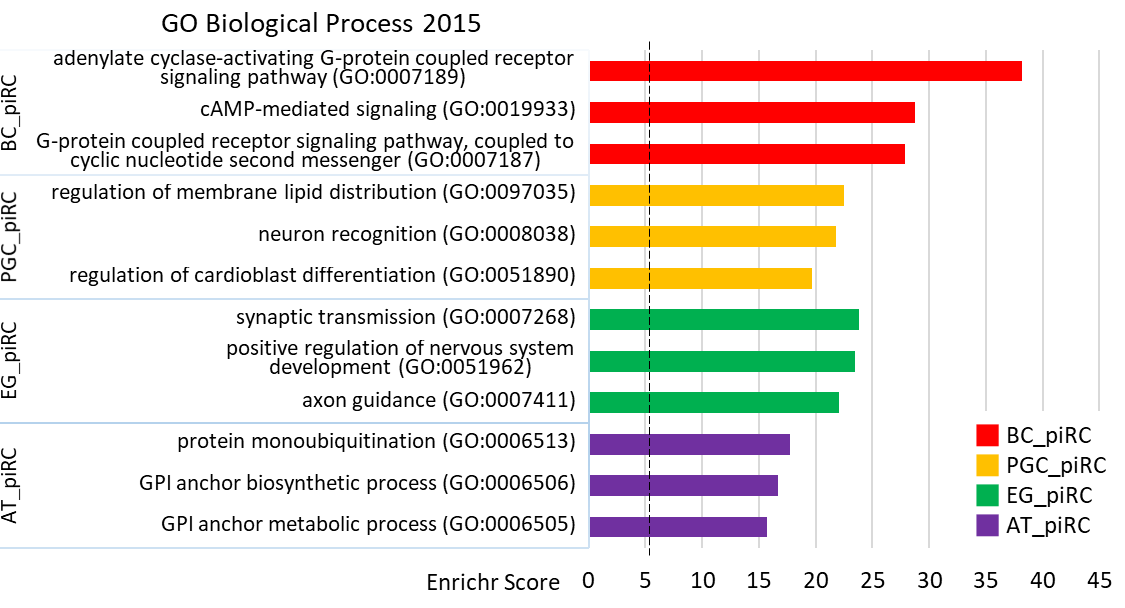

Figure S12. **Expression analysis via RT-qPCR on piRNA targeted genes associated with neural development.**

The tested samples include cultured E3 circulating PGC (E3PGC), E7 gonadal PGC (E7PGC), the germ cell-enriched population from E11 and E14 gonads (E11Germ and E14Germ), and E8 brain. Statistical significance (p<0.05) is denoted as italic *a* – *f*, for pairwise expression comparisons of E3PGC vs E7PGC; E3PGC vs E11Germ; E3PGC vs E14Germ; E7PGC vs E11Germ; E7PGC vs E14Germ; and E11Germ vs E14Germ; respectively. PiRNA expression associated with each listed gene is calculated as piRPM.

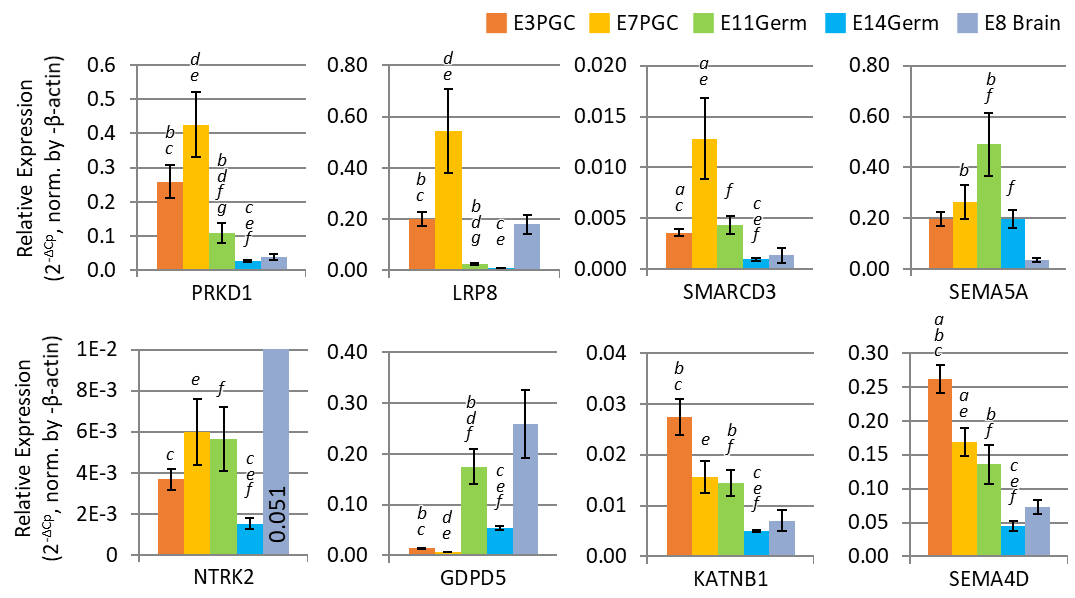

Table S1. Bioinformatic filtering results from high-confidence piRNA identification pipeline.

|  | **BC1** | **BC2** | **E7PGC1** | **E7PGC2** | **E11G1** | **E11G2** | **E14G1** | **E14G2** | **Adult** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Input** | 11479145 | 11933742 | 26967088 | 18937359 | 2299878 | 11164889 | 2410462 | 12257693 | 123441738 |
| **Mapped (percent mapped)** | 8641650  (75%) | 9032738  (76%) | 23976074  (89%) | 16038004  (85%) | 1711254  (74%) | 9185728  (82%) | 1843702  (76%) | 10226026  (83%) | 92601907  (75%) |
| **rRNA/tRNA** | 1171244 | 1481592 | 856770 | 855864 | 25080 | 478069 | 14883 | 263457 | 1027955 |
| **miRNA** | 2086 | 3842 | 149788 | 106340 | 15535 | 16500 | 15037 | 41790 | 183338 |
| **predicted miRNA** | 281667 | 207893 | 59547 | 90337 | 3100 | 62600 | 5603 | 59845 | 4617244 |
| **short reads (<24 nt)** | 850072 | 957084 | 12106756 | 7047655 | 271382 | 751741 | 147969 | 985460 | 21068454 |
| **piRNA candidates** | 6336581 | 6382327 | 10803213 | 7937808 | 1396157 | 7876818 | 1660210 | 8875474 | 65704916 |

Table S2. Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are differentially associated between E11G and E14G piRNAs.

PiRPMs mapped to TEs and non-TEs within genes of interests are calculated in Additional File 2: Table S2

Table S3. Number of clusterable piRNAs before and after piRNA cluster boundary adjustment

|  | **Total piRNA** | **Clusterable piRNA**s | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | Before Adjust | | | After Adjust | |
| **BC1** | 6336581 | 3902290 | (61.58%) | 4328642 | | (68.31%) |
| **BC2** | 6382327 | 3882668 | (60.83%) | 4348720 | | (68.14%) |
| **E7PGC1** | 10803213 | 7002990 | (64.85%) | 8355562 | | (77.37%) |
| **E7PGC2** | 7937808 | 5056815 | (63.73%) | 6279679 | | (79.14%) |
| **E11G1** | 1396157 | 784810 | (56.24%) | 992529 | | (71.13%) |
| **E11G2** | 7876818 | 4692270 | (59.57%) | 5704125 | | (72.42%) |
| **E14G1** | 1660210 | 849878 | (51.22%) | 1139004 | | (68.64%) |
| **E14G2** | 8875474 | 4794055 | (54.01%) | 6205828 | | (69.92%) |
| **Adult** | 65704916 | 52951459 | (80.59%) | 55641689 | | (84.68%) |

Table S4. Genes and TEs targeted by stage-enriched piRNA cluster-derived piRNAs

Gene and TE lists are listed in Additional File 3: Table S4

Table S5. Number of piRNAs (in piRPM) mapped to TEs embedded in the transcripts that are highly associated with piRNAs enriched in embryonic (E11 and E14) gonadal piRNA clusters (EG-piRC).

PiRPMs mapped to TEs and non-TEs within genes of interests are calculated in Additional File 4: Table S5

Table S6. RT-qPCR primer sets

# References

1. Murtagh F, Legendre P: **Ward’s Hierarchical Agglomerative Clustering Method: Which Algorithms Implement Ward’s Criterion?** *Journal of Classification* 2014, **31**(3):274-295.

2. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, Koplev S, Jenkins SL, Jagodnik KM, Lachmann A *et al*: **Enrichr: a comprehensive gene set enrichment analysis web server 2016 update**. *Nucleic Acids Res* 2016, **44**(W1):W90-97.

3. Lee SI, Lee BR, Hwang YS, Lee HC, Rengaraj D, Song G, Park TS, Han JY: **MicroRNA-mediated posttranscriptional regulation is required for maintaining undifferentiated properties of blastoderm and primordial germ cells in chickens**. *Proc Natl Acad Sci U S A* 2011, **108**(26):10426-10431.

4. Kim TH, Yun TW, Rengaraj D, Lee SI, Lim SM, Seo HW, Park TS, Han JY: **Conserved functional characteristics of the PIWI family members in chicken germ cell lineage**. *Theriogenology* 2012, **78**(9):1948-1959.

5. Chang KW, Huang NA, Liu IH, Wang YH, Wu P, Tseng YT, Hughes MW, Jiang TX, Tsai MH, Chen CY *et al*: **Emergence of differentially regulated pathways associated with the development of regional specificity in chicken skin**. *BMC Genomics* 2015, **16**:22.

6. Azuma N, Tadokoro K, Asaka A, Yamada M, Yamaguchi Y, Handa H, Matsushima S, Watanabe T, Kohsaka S, Kida Y *et al*: **The Pax6 isoform bearing an alternative spliced exon promotes the development of the neural retinal structure**. *Hum Mol Genet* 2005, **14**(6):735-745.

How the deposited data were processed for this re-analysis (not part of the article)

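Periodate-treated small RNA was sequenced in 8 libraries, 2 each from blastodermal cells (BC), cultured PGCs from E7 gonads (E7PGC), E11 gonads (E11G) and E14 gonads (E14G). Strand-specific RNA-seq was done in 6 libraries, 2 each from BC, E11G and E14G of JA57 broilers. Samples were assigned to stages, breeds and sequencers from the labels of the deposited data and the paper's methods. The headers of both E7PGC lists name an input from E6 PGCs, where the labels and the paper give E7, which was used. The adult testes dataset was not analysed here.

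For the small RNA libraries, the authors deposited one list of piRNA clusters per library. According to the methods and the list headers, the authors trimmed adaptors, mapped reads without mismatches to galGal5, removed other small RNAs and ran an adapted proTRAC, version 2.0.5 in the headers. The normalized hits in the lists are reads divided by their number of genomic hits and scaled to RPM of the library, summed over the cluster, and other columns give percentages of them. The methods state a mapping that reports at most 1 place per read. The lists hold between 1.56 (E14G1) and 6.52 (E7PGC2) hits per clustered sequence, so several places of a read were counted in them, by a mapping that the methods do not describe. The number of absolute hits counts places of distinct sequences and not reads. The lists precede the paper's merging of clusters across samples and its extension over transcripts, and no value is given outside a called cluster. For the RNA-seq libraries, the authors deposited one table of FPKM, which their cuffnorm run scaled across libraries after mapping with Tophat2 and assembly with Cufflinks.

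Normalized hits were rescaled from the read total of each list to the piRNA candidates of the paper's Table S1, which gives piRPM. These totals range from 1396157 candidates in E11G1 to 10803213 in E7PGC1. The depth of the RNA-seq libraries is unknown, since the table holds no counts. Intervals for counting error were not computed, and errors are standard deviations between the 2 libraries of a stage.

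Clusters from all libraries were merged into loci where they overlapped by at least 1 bp, and a locus without a call in a library was set to 0 for distances and stage means. Distances between libraries were Euclidean on log10(piRPKM + 0.01). The association with stage was tested by an exact permutation over all splits of the 8 libraries into 4 pairs, and the distance between E11G and E14G over the 3 splits of the gonad libraries into pairs. Stage-enriched loci were found with the paper's cutoff of 0.1 piRPKM and 1.5-fold excess over the second-highest stage. The main count keeps E11G and E14G as separate stages, while the paper joins them as embryonic gonads, which was run as an alternative. Loci were compared between stages by limma 3.58.1 with a mean-variance trend on log2(piRPM + 1), over the loci called in every library compared, with Benjamini-Hochberg adjustment and a threshold of 0.05. A test for read counts had been planned for these comparisons. The hits turned out to count distinct sequences, so it was replaced by limma. Transcripts were compared by limma on log2(FPKM + 1) with all 6 libraries in the model, over the transcripts with at least 1 FPKM in at least 1 library. The loci over expressed transcripts were counted without regard to strand.

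Replicate numbers are shared between the stages, and in E11G and E14G they stand for the same breed and sequencer. Across loci, the difference between replicate 1 and replicate 2 in E11G correlated with that in E14G (r = 0.617), so these libraries were treated as paired in an alternative with the replicate number as a block. For BC with E7PGC the correlation was -0.0193 and for E11G with E7PGC it was 0.153.

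Transcripts were matched to gene symbols by RefSeq identifiers (6731 transcripts) and by the identifiers in tables of the paper (188 transcripts). Of the 56 genes to be named, 9 had no matching transcript, among them PIWIL2, TDRD1, STRA8 and PRDM1. Genes were named by a rule set before the data were examined. It covers the germ cell and PIWI pathway genes of Figure S3 and the genes of Fig. 3, Fig. 5 and Figure S12. Among the transcripts with a symbol past the threshold, it also covers the 3 largest rises and the 3 largest falls from E11G to E14G. Named loci are those of Fig. 5, the highest locus of each stage, and the 2 largest rises and 2 largest falls from E11G to E14G. The locus on chromosome 4 set beside the highest locus of E11G was named after its values were seen. Loci named for the comparisons with E7PGC, apart from the highest locus of BC, and for their reads per hit on chromosomes 4 and Z were picked out after their values were seen. Short marker lists of Sertoli cells, Leydig cells, blood and ovary were used in the closing tests, of which the ovary list was added later.

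The programs were tested on simulated data. With a log2 effect of 2 put into 200 of 816 simulated loci, the test without a block recovered 84.5% of them and 5.06% of its calls were false. With a replicate effect in the simulated data, it recovered 95% with the block and 80% without it. Smaller effects were not simulated. Of 200 changed transcripts among 22368, 85% were recovered, and 0 were called in data with no change. Merging, the exact permutation and TMM scaling were checked on simulated libraries as well.

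Alternatives tried include stricter cluster calls, other merging rules, other distances, other pseudocounts and filters, TMM and quantile normalization, the replicate block, and leaving out each replicate. Most were set before the data were examined, and 11 were added later. TMM factors trimmed 30% of log ratios and 5% of mean levels. DESeq2 was not run, because the values are not counts. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.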

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

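The tests of Z-linked copies, of female RNA alone, of W-linked RNA as the cause of other changes and of blood were chosen only after the result was seen.

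The paper's text uses the RNA-seq libraries to extend piRNA clusters and does not report changes of transcripts between stages from these libraries. From E11G to E14G, 858 of 22368 transcripts changed (limma, adjusted p under 0.05), 340 upward and 518 downward, and 5241 had an unadjusted p under 0.05. This count rests on the spread estimated from all 6 libraries, since with only the 2 groups in the model 2 transcripts passed. With a pseudocount of 0.1 the count was 623, and without a filter on low values it was 736. Scaling by a few abundant transcripts is argued against by quantile normalization, after which 1175 transcripts passed. Whether the source of the W-linked RNA in the first E11G library contributes is not decided. Of the transcripts over 1.5-fold between that library and 1 E14G library, 72.7% (2074 of 2853) or 75.7% (2145 of 2835), depending on the E14G library taken, changed the same way between the other E11G and the other E14G library. An even split would give 50%, and the lower share lies between the limits of 60% and 75% set for this test. A larger share of blood alone would raise all globin transcripts, but they moved apart. The log2 fold change was -1.98 for HBZ and -1.78 for HBE against 0.42 for HBA1 and 0.47 for HBAD. HBA1 and HBAD were the abundant ones, at means of 1300 and 529 FPKM in E11G against 5.23 for HBZ and 11.4 for HBE. With a change of globin types within blood, these values cannot decide whether the share of blood changed. The W-linked library, a change in the share of blood or of other cell types, a change of globin types within blood and development between E11 and E14 remain open. Of the marker lists, which the gonads themselves express, Sertoli cell transcripts (AMH, SOX9, DMRT1) had log2 fold changes from -0.50 to 0.55, and Leydig cell transcripts (HSD3B1, CYP17A1, STAR) from 0.18 to 0.55, and none of these passed the threshold.

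Among the transcripts with a symbol that passed the threshold, the largest rises from E11G to E14G were in MIR6592, MIR6664 and GRP. MIR6592 and MIR6664 are listed at 0 in both E11G libraries, at a mean of 22.3 FPKM and 14.8 FPKM in E14G. GRP rose from 3.48 to 47.8 FPKM (log2 fold change 3.55, standard error 0.38, limma adjusted p = 0.0226). The largest falls among the transcripts with a symbol past the threshold were in MIR6559, NANOG and MYOZ2. MIR6559 is listed at 0 in both E14G libraries and at 34.8 FPKM in E11G. NANOG had a log2 fold change of -2.66 (standard error 0.13, limma adjusted p = 0.0115). MYOZ2 had one of -2.63 (standard error 0.13, limma adjusted p = 0.0115). The microRNA entries are short, and FPKM of short transcripts in a library made for long RNA rests on few fragments. Of 38 transcripts of the genes that the paper names in Fig. 3, Fig. 5, Figure S3 and Figure S12, 1 passed the threshold over all transcripts, which was GFRA1 with a log2 fold change of -1.41 (limma adjusted p = 0.0149, lower in both E14G libraries). The count adjusted over the list alone was 1, and 13 had an unadjusted p under 0.05.

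Between BC and the gonads, most expressed transcripts changed. For E11G against BC the count was 17522, 8490 of them higher in E11G, and for E14G against BC it was 17163, 8341 of them higher in E14G. Under the alternatives the counts were between 16465 and 20358 for E11G and between 16254 and 20045 for E14G, where the lowest came from quantile normalization and the highest from all transcripts without a filter. BC and gonads are different tissues of 1 breed, and labels give no batch for these libraries. No technical explanation other than scaling was tested, and the biological one, tissue and stage, was not separated further.

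In the first E11G RNA-seq library, 14 transcripts from chromosome W and its scaffolds stood at 1 FPKM or more while each of the other 3 gonad libraries was under 0.1 FPKM. No other gonad library had such a transcript when taken in its place. In total 43 W-linked transcripts were expressed in at least 1 library, 25 of them in the first E11G library, 11 in each other gonad library, and 39 and 34 in the BC libraries. Reads from Z-linked copies of the same genes would appear in all gonad libraries. When W-linked transcripts were chosen by expression in both BC libraries, without regard to the gonads, 23 of 33 (69.7%) were under 0.1 FPKM in each of the other 3 gonad libraries, which argues against such copies for these 23. Z-linked transcripts were at a similar level in both E11G libraries, with a median ratio of 0.944 over 905 transcripts. For W-linked transcripts present in all gonad libraries, reads from copies elsewhere remain open. The paper's methods describe male gonads for germ cell isolation and do not give the sex of the sequenced gonads. RNA from female gonads in the first E11G library is a candidate explanation, because both ovary markers were higher there. CYP19A1 stood at 116 FPKM against at most 0.0188 in the other gonad libraries, and FOXL2 at 2.45 FPKM against at most 0.554, a ratio of 4.43, the lower of both. FOXL2 was also expressed in BC, at a mean of 75.4 FPKM. RNA from female gonads only, in place of male ones, is argued against, since the testis markers were near their level in the other E11G library, with ratios of 0.809 for AMH, 1.11 for DMRT1 and 1.16 for SOX9. A mixture of male and female gonads remains open.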

How the results depend on the processing

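No test in this part was chosen only after the result was seen, but 11 of the alternatives were added after the data were examined. These are a pseudocount of 0.1 in the 3 comparisons of loci, the merged loci without each replicate, the stage-enriched loci without chromosome W and in loci called in each stage, the loci over transcripts at 5 FPKM or expressed in both libraries of a stage, the share of reads with any hit in a cluster, and the clustered share on assembled chromosomes only. For the 25 results, 81 of the alternatives were counted as unchanged, 23 moved the value further and 1 weakened it. Unchanged meant the same direction and side of the threshold, or a value within the spread or the 1.5-fold limit for counts. The direction of counts was not checked. Under TMM normalization the majority at the loci changed in both breeds reversed, from 115 upward and 187 downward to 147 and 69. The 81 also include exact p-values that were the smallest possible. Where no reason is given, the cause was not tested.

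Stricter definitions of a cluster lowered the values by their own construction. The mean of 1620.5 clusters per library became 1204 with clusters of at least 5 kb, 1340.25 with at least 10 normalized hits per kb, and 694 on assembled chromosomes only. The clustered share, 62.3% on average, became 56.0% with clusters of at least 5 kb, and 79.9% in an added alternative that counts every read with at least 1 hit in a cluster. It was 32.8% in another added alternative, with clusters on assembled chromosomes only. The 1U share went from 62.6% to 59.9% as the median over clusters. The share by absolute hits was not run, because these hits count places of distinct sequences and have no library total.

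The exact p for the association of cluster profiles with stage was the smallest its splits allow in each alternative, 0.00952 with 8 libraries and 0.0667 without BC, so it says nothing about stability. The mean distance was 74.3 within and 132 between stages, 50.5 and 91.5 with a pseudocount of 0.1, 44.6 and 119 with loci called in both libraries of a stage, 79.2 and 140.3 with clustered hits as the library size, and 82.0 and 114 without BC. On other scales it was 0.246 and 0.859 from Spearman correlations, and 0.320 and 0.699 by covered base pairs. The 4034 merged loci stayed between 2832 and 4067 under the other merging rules.

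Of the 4034 loci, 3150 were stage-enriched, and 1437 when every library of a stage had to exceed every other library 1.5-fold. When only loci called in both libraries of at least 1 stage were kept, 2070 of 2832 were enriched. In an added alternative limited to the 274 loci called in at least 1 library of each stage, 94 (34.3%) were enriched, so much of the enrichment comes from loci with no call in some stages. At 2-fold in place of 1.5-fold, 2709 loci were enriched.

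For E14G against E11G, the count of 0 loci (247 at an unadjusted p under 0.05) became 411 with the replicate block and 311 with all merged loci called in any library and 0 where not called. In simulated data of this size, the test without the block recovered 84.5% of loci with a log2 effect of 2. Smaller effects were not simulated, and only 71 of the 816 loci changed even 2-fold the same way in both breeds. The recovered share therefore does not tell how many of the changes seen here the test would miss. TMM normalization moved the median log2 ratio from -0.30 to -0.05 and left the count at 0, with 210 loci at an unadjusted p under 0.05, 145 of them upward against 93 before. For BC against E7PGC, the 378 loci became 2136 with all merged loci and 160 of the 176 loci called in all 8 libraries. TMM normalization left 306 loci, and the share higher in BC went from 18.0% to 48.4%. For E11G against E7PGC, the 156 loci (99 higher in E11G) became 1052 with all merged loci, where the majority reversed (412 higher and 640 lower in E11G), 20 of the 176 loci called in all 8 libraries, and 6 with the replicate block, where replicate numbers pair libraries of different breeds. The numbers of loci tested differ between these settings. DESeq2 was named as an alternative for these 3 comparisons and was not run, because the values are not counts.

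The loci that changed over 1.5-fold the same way in both breeds numbered 302, 71 at 2-fold (53 upward and 18 downward), and 216 after TMM normalization. At the Fig. 5 loci, clustered hits as the library size raised the gonad means to 704 piRPM between PRMT8 and TSPAN9 and to 555 piRPM between GADD45G and DIRAS2, since every value of a library is then divided by a smaller total.

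In the RNA-seq libraries, the number of expressed transcripts was 22368, and 13755 at 5 FPKM. The loci over expressed transcripts numbered 817, and 519 in an added alternative at 5 FPKM. From E11G to E14G, 858 transcripts changed, and 2 with only the 2 groups in the fit, where the spread rests on 4 libraries. The other alternatives gave between 623 and 1175 transcripts.

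With each replicate left out in turn, groups of 1 library remained, so loci and transcripts were not tested and ranges are given. Clusters per library ran from 1552.25 to 1688.75, the clustered share from 61.7% to 63.0%, the 1U share from 61.7% to 63.4%, the merged loci from 3415 to 3597 and the stage-enriched loci from 2656 to 2689. The loci over 1.5-fold ran from 413 to 445 for E14G against E11G (426 with all libraries), from 377 to 381 for BC against E7PGC (374) and from 497 to 514 for E11G against E7PGC (467). The transcripts over 1.5-fold ran from 2476 to 2690 for E14G against E11G (2276 with all libraries), from 15368 to 15580 for E11G against BC (15478) and from 15067 to 15237 for E14G against BC (15117). The gonad mean at the Fig. 5 loci ran from 397 to 423 piRPM between PRMT8 and TSPAN9 and from 303 to 346 piRPM between GADD45G and DIRAS2.

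A locus under the density threshold of the authors' calls has no value, and the comparisons limited to loci called in each library leave out loci that are lost or gained between stages.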

Differences from the paper's values

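No test in this part was chosen only after the result was seen. The lists analysed here precede the paper's adjustment of clusters over transcripts and leave out adult testes, both of which are part of the paper's numbers below.

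For E11G1 the list held 1511 clusters, and the paper's number is about 2300 in Figure S7A, read by eye. For E14G1 it held 1284, and the paper's number is about 2000 in the same figure, read by eye. The other 6 lists were shorter than in the paper as well, by less than 1.5-fold. They held 1344 (BC1), 1317 (BC2), 2070 (E7PGC1), 2055 (E7PGC2), 1802 (E11G2) and 1581 (E14G2) clusters, against the paper's about 1600, about 1600, about 2800, about 2700, about 2500 and about 2300 in Figure S7A, read by eye. None of the alternatives set before the data were examined (clusters of at least 5 kb, clusters with at least 10 normalized hits per kb, and assembled chromosomes only) closed these gaps, and as filters they can only lower the counts. Merging the clusters of all 8 libraries gave 4034 loci against the paper's 7269. Merging clusters within 1 kb gave 4020 loci, an overlap of at least 50% gave 4067 and loci called in both libraries of at least 1 stage gave 2832, and none of these alternatives, set before the data were examined, closed the gap. The first and the last of them can only lower the number.

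The paper states that both clusters of Fig. 5 are expressed in the gonads and at no other stage shown. In the lists, the cluster between PRMT8 and TSPAN9 was called in all 8 libraries, with 432 piRPM in BC and 60.4 piRPM in E7PGC. Between GADD45G and DIRAS2, the gonadal locus was called in the gonads only, and a separate locus with 667 piRPM was called in BC. The paper states that some clusters reach megabases, and the longest cluster in the lists measured 222711 bp. It also states that expression patterns were globally similar across stages, apart from clusters that differed with stage, and the median Spearman correlation between BC and the other stages was 0.0315 across shared loci. Among the other stages the lists were closer to the paper's statement, with a median of 0.635 between E7PGC and the gonads and 0.771 between E11G and E14G.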

Other observations

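The test of counting noise between replicates was chosen only after the result was seen.

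Of the loci called in BC, 47.2% were also called in another stage, a lower share than for E7PGC, E11G or E14G. The density threshold of the authors' calls was lowest in BC, and female embryos would bring W-linked loci. With only clusters of at least 10 piRPM per kb in every library, the share was 43.5%, and without chromosome W and its scaffolds it was 48.6%. Both values argue against the lower threshold and against W-linked loci as the cause. Breed alone is argued against as well, since BC1 and E11G2, both Leghorn, shared 14.5% of their loci. A difference between stages or tissues remains open. Clusters on chromosome W and its scaffolds held 5.87% and 5.67% of the piRNA candidates in BC, 1.68% and 1.41% in E7PGC, 0.260% and 0.383% in E11G, and 0.801% and 0.516% in E14G, and no explanation of these shares was tested.

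The BC libraries held 80774 and 77346 distinct sequences, against 1264661 in E11G2, which came from the same breed and platform, with 7876818 piRNA candidates. A few clusters with most of the reads are argued against as the whole cause. Although the 10 clusters with most piRNAs held 66.3% ± 2.14 (SD, n = 2) of the clustered piRNAs in BC and 13.9% ± 0.469 in E11G, reads per hit were still 2.59 times higher in BC than in E11G2 without each library's 10 largest clusters. At 64 loci with similar numbers of reads in BC1 and E11G2, BC1 had fewer hits of distinct sequences at 60, with a median log2 ratio of -0.53. This is consistent with fewer distinct sequences throughout the BC libraries, as repeated copies of the same molecules would give. A smaller set of piRNAs made at this stage would give the same, and the lists do not separate these explanations. In BC1 and BC2, 15 and 13 clusters with over 100 reads per hit held 40.2% and 40.9% of the piRNA candidates.

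At the 816 loci called in all 4 gonad libraries, the differences between the first and second library in E11G and in E14G were correlated across loci (Pearson's r = 0.617). Counting noise in the smaller libraries would give no such correlation and is argued against. The first libraries differ from the second ones in breed, in sequencer and in depth, which cannot be told apart in this design, and the 411 loci past the threshold with the replicate block set this shared difference aside.

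The clusters in this paragraph were picked out after their values were seen. In E7PGC1, a cluster on chromosome Z from 1077659 to 1081237 held 45774 piRPM, or 4.58% of the piRNA candidates, from 30 hits, which is 16484 reads per hit. In E7PGC2 no cluster was called there. The merged locus overlaps an expressed transcript of RPL17, and whether its reads are piRNAs was not tested. The same region held 6749.96 piRPM from 26 hits in E11G1, 8758 piRPM from 71 hits in E11G2, 2947 piRPM from 22 hits in E14G1 and 3672 piRPM from 73 hits in E14G2. In BC1 and BC2, the cluster with most reads per hit lay on chromosome 4 from 42288799 to 42292158, with 1177 and 1339 reads per hit and 1U shares of 97.3% and 97.7%. The share of clustered piRNAs with adenine at the 10th position was 28.2% ± 1.73 (SD, n = 2) in BC, 51.4% ± 1.29 in E7PGC, 43.8% ± 0.336 in E11G and 44.9% ± 0.893 in E14G.

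The relation between antisense piRNAs, from the paper's Table S2, and the RNA of the same genes was tested for the change from E11G to E14G. Of 72 listed genes, 57 had an expressed transcript, and Spearman's rho across genes was 0.155 (permutation p = 0.247, adjusted over 2 relations 0.247). The changes went in opposite directions in 22 genes (38.6%). With the genes of Table S5, rho was 0.00684 over 71 genes, and with at least 10 piRPM of antisense piRNAs it was 0.134 over 28 genes. Genes are not independent replicates, and the RNA-seq came from another breed. A lowering of RNA by antisense piRNAs was therefore neither seen nor excluded.

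The change in piRPM of a locus was also compared with the change in FPKM of the transcripts it overlaps. Across 190 loci, rho was 0.162 (permutation p = 0.0258, adjusted over 2 relations 0.0517), with the same direction in 111 loci. The adjusted value is above the threshold, so whether piRNA output may follow the RNA level of overlapping transcripts is not decided.

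The genes that the paper tested by RT-qPCR in enriched germ cells were looked up in the RNA-seq of whole gonads. From E11G to E14G, log2 fold changes ran from -0.90 to 0.43 over 18 transcripts of the genes in Fig. 3 and from -0.26 to 0.57 over 9 transcripts of the genes in Figure S12. Over 10 transcripts of the genes in Figure S3 they ran from -1.41, for GFRA1, to 0.70. Of these, GFRA1 alone passed the threshold (limma, adjusted p under 0.05). GADD45G, of the genes in Fig. 5, had a log2 fold change of 0.07. The ovary markers CYP19A1 and FOXL2 had log2 fold changes of -3.42 and -0.64, neither past the threshold, and both rest on the first E11G library.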
